# Gene expression profiling unveils the temporal dynamics of CIGB-300-regulated transcriptome in AML cell lines

**DOI:** 10.1186/s12864-023-09472-5

**Published:** 2023-07-04

**Authors:** Dania Vázquez-Blomquist, Ailyn C. Ramón, Mauro Rosales, George V. Pérez, Ailenis Rosales, Daniel Palenzuela, Yasser Perera, Silvio E. Perea

**Keywords:** Protein kinase CK2, Acute myeloid leukemia, CIGB-300, Microarray gene expression, qPCR

## Abstract

**Background:**

Protein kinase CK2 activity is implicated in the pathogenesis of various hematological malignancies like Acute Myeloid Leukemia (AML) that remains challenging concerning treatment. This kinase has emerged as an attractive molecular target in therapeutic. Antitumoral peptide CIGB-300 blocks CK2 phospho-acceptor sites on their substrates but it also binds to CK2α catalytic subunit. Previous proteomic and phosphoproteomic experiments showed molecular and cellular processes with relevance for the peptide action in diverse AML backgrounds but earlier transcriptional level events might also support the CIGB-300 anti-leukemic effect. Here we used a Clariom S HT assay for gene expression profiling to study the molecular events supporting the anti-leukemic effect of CIGB-300 peptide on HL-60 and OCI-AML3 cell lines.

**Results:**

We found 183 and 802 genes appeared significantly modulated in HL-60 cells at 30 min and 3 h of incubation with CIGB-300 for *p* < 0.01 and FC >  = │1.5│, respectively; while 221 and 332 genes appeared modulated in OCI-AML3 cells. Importantly, functional enrichment analysis evidenced that genes and transcription factors related to apoptosis, cell cycle, leukocyte differentiation, signaling by cytokines/interleukins, and NF-kB, TNF signaling pathways were significantly represented in AML cells transcriptomic profiles. The influence of CIGB-300 on these biological processes and pathways is dependent on the cellular background, in the first place, and treatment duration. Of note, the impact of the peptide on NF-kB signaling was corroborated by the quantification of selected NF-kB target genes, as well as the measurement of p50 binding activity and soluble TNF-α induction. Quantification of CSF1/M-CSF and CDKN1A/P21 by qPCR supports peptide effects on differentiation and cell cycle.

**Conclusions:**

We explored for the first time the temporal dynamics of the gene expression profile regulated by CIGB-300 which, along with the antiproliferative mechanism, can stimulate immune responses by increasing immunomodulatory cytokines. We provided fresh molecular clues concerning the antiproliferative effect of CIGB-300 in two relevant AML backgrounds.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09472-5.

## Background

Acute Myeloid Leukemia (AML) is a heterogeneous hematologic malignancy characterized by high proliferation and ≥ 20% of undifferentiated myeloid progenitor cells (blasts) in bone marrow or peripheral blood [1], representing the most common acute leukemia in adults [2].

AML, among the most aggressive and lethal types of cancer, is often characterized by resistance to standard chemotherapy and poor long-term outcomes, in part due to the chromosomal alterations and gene mutations frequently found in leukemic blasts [3]. Technological advances have led to a remarkable improvement in our understanding of cancer through the implementation of large-scale genomic, transcriptomic, and proteomic analyses [4, 5]. Several studies have demonstrated the use of gene differential expressions as effective tools for risk stratification of AML patients [6–9] or drug sensitivity [10]. Microarray technology has contributed to a better classification of acute leukemias [8, 11–14]. The value of microarray technology was earlier demonstrated to classify acute leukemia in myeloid and lymphoid [15]. Later on, microarray permitted the recognition of molecular subtypes in ALL patients [16]. This technology has also been used in the diagnosis and prognosis of AML as well as in the study of mechanisms of pathogenesis and therapeutic action in this disease [17].

Despite the progress in understanding AML biology and the use of novel technologies to improve disease characterization, chemotherapy, and hematopoietic stem cell transplant are still the principal treatment approach for AML. Therapies targeting recurrent genetic mutations have been also gaining importance but less explored have been targeting leukemia cells with no mutations [18]. FDA has recently approved several non-cytostatic agents for the treatment of the patient, targeting important pathways in AML [19]. Nevertheless, there is a need for novel agents to combine with standard chemotherapy to efficiently eliminate leukemic cells and improve the outcomes.

Protein kinase CK2 hyperactivity is implicated in the pathogenesis of several hematological malignancies; high levels of CK2 appeared as a common denominator in all hematologic neoplasms, suggesting that CK2 inhibition could represent an attractive molecular target in AML [20, 21]. Only two compounds, the ATP-competitive inhibitor CX-4945, and the synthetic-peptide CIGB-300 have advanced to a clinical setting [3, 22]. CIGB-300 is a peptide originally designed to block the CK2-mediated phosphorylation through binding to the phosphoacceptor domain in the substrates [23]. However, recent studies have demonstrated that this inhibitor can interact with the CK2α catalytic subunit and regulate part of the CK2-dependent phosphoproteome in AML cell lines [21]. Additionally, proteomic analysis supported previous results evidencing that the pro-apoptotic effect, the impact over the cell cycle, the redox regulation, and the modulation of transcriptional/ translational processes are common denominators for CIGB-300-mediated CK2 inhibition in AML cells [21, 24]. However, a comprehensive characterization of the gene profile on CIGB-300-treated AML cells helping to understand its anti-proliferative effect has not been accomplished yet.

Using a microarray approach, here we interrogated the temporal gene expression profile modulated for CIGB-300 on HL-60 and OCI-AML3 cell lines uncovering key molecular events that might support the antileukemic effect of this CK2 peptide inhibitor.

## Results

### Profiling of CIGB-300-regulated transcriptome in AML cells

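Clariom S HT arrays measured RNA of HL-60 cells and OCI-AML3 cells, both AML lines, kept without peptide or with 40 μM CIGB-300 for 30 min or 3 h. The 8 groups of cell line, time and treatment held 3 arrays each, except untreated OCI-AML3 cells at 30 min, which held 2, because replicate 1 of that group was removed by the authors and is not analysed here. The titles of the 3 untreated OCI-AML3 arrays taken as 3 h read 30 h, while their time label reads 3 h, so these controls rest on the label. Detection above background was not tested, so fold changes of probe sets under the array median are less certain. The authors adjusted background with the RMA convolution model, normalized quantiles across the arrays and summarised each probe set with a robust model, so the deposited values are on a log2 scale. The median value of an array was 5.38 to 5.44 in HL-60 and 5.52 to 5.60 in OCI-AML3, within a range of single values from 1.07 to 13.98. After 5741 control features were left out, 21448 probe sets were tested, of which 17709 (82.6%) carry 1 gene symbol in the annotation used. Of 83 genes that the paper names, 9 have no such probe set and are not analysed here by name, among them EGR2, TNF, BTG2, BCL3, BIRC3, MAPK14 and DDX5. From these values, limma with 1 mean per group gave the log2 fold change of treated over time-matched untreated cells, its standard error (SE, after the ± sign) and a p adjusted over all probe sets by the method of Benjamini and Hochberg. A DEG is a probe set with an unadjusted p under 0.01 and a fold change of at least 1.5 either way, as in the paper, and “rose” and “fell” are used for DEGs. Gene groups are 35 lists written after the paper and its Table S2 had been read, so their direction is not independent evidence, and each list was tested against all other genes with camera at a preset correlation of 0.01, adjusted over the lists and the 4 comparisons. Of the lists called at an adjusted p under 0.05, 10 of 10 in HL-60 at 30 min, 18 of 22 in HL-60 at 3 h, 6 of 9 in OCI-AML3 at 30 min and 9 of 13 in OCI-AML3 at 3 h held with an estimated correlation. The number of arrays limits the precision, since in simulated comparisons of the same size 77 to 129 of 21248 unchanged probe sets passed the DEG thresholds. Of genes changed 1.5-fold, 37.3% to 47.8% were found, a share that the fold threshold of 1.5 itself limits. Of genes changed 2-fold, 88.1% to 94% were found.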

Firstly, different diagnostic methods were used to sense microarray results (Figure S1). A hierarchical clustering based on the correlation distance is shown in Figure S1A. This one-dimensional clustering separates samples into experimental groups firstly based on cell line and later based on the treatment time and treatment received. 

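HL-60 and OCI-AML3 arrays formed the top 2 branches under average, complete and Ward linkage of the correlation distance, and all 8 groups had a branch of their own under each linkage. Across probe sets, Pearson's r between arrays of different cell lines averaged 0.920 over 132 pairs of arrays, and within a group it averaged 0.991 over 22 pairs. Within a cell line, arrays that differed in treatment alone had a mean r of 0.989 (33 pairs), and arrays that differed in time alone also had 0.989 (33 pairs). Probe sets of 1 array are not independent replicates, so these values describe distances between arrays and carry no test. The top 4 branches were the combinations neither of cell line and time nor of cell line and treatment under any of the 3 linkages.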

Replicate 1 of the sample from the OCI-AML3 control cell at 30 min (O-30minC-1) was excluded from the analysis as it is an outlier. 

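The component with the largest share, 77.5% of the variance of all probe sets, separated HL-60 from OCI-AML3 cells, with an R squared of 1.00 for cell line. The second component held 3.10%, with an R squared of 0.362 for treatment, 0.333 for time and 8.72e-06 for cell line. The third held 2.17%, with 0.264 for treatment and 0.587 for time, and the fourth held 1.46%, with 0.0604 for treatment and 0.00207 for time. Within HL-60 cells, the first component (22.7%) had an R squared of 0.529 for CIGB-300 treatment and 0.277 for time. Within OCI-AML3 cells, the first component (18.6%) had 0.0355 for treatment and 0.831 for time, and the second (12.7%) had 0.597 for treatment. With the 1000 most variable probe sets, treatment had an R squared of 0.735 on the second component and time had 0.752 on the third.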

The analysis of ANOVA R^2^ of covariates on the first Principal Components showed main differences in the first components (PC1, PC2) come from cell lines differences; treatment (in PC3) and time (30 min or 3 h, in PC4) govern the differences in the other components (Figure S1B). 

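On the first 2 dimensions of a scaling of distances between arrays, 20 of 23 HL-60 and OCI-AML3 arrays had an array of their own group as nearest neighbor. On the first 3 dimensions this held for 23 of 23 arrays, and on distances over all probe sets it also held for 23 of 23. For all 23 arrays the nearest array on 2 dimensions was of the same cell line. The median SD of a probe set within a group was 0.12 to 0.18 on the log2 scale.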

The separation among the eight groups of this experiment in a homogeneous way is shown through Multidimensional Scaling plotting (Figure S1C). All these methods show the homogeneity of the data per group, the proper separation among them, and the main and ranked sources of variabilities of this microarray experiment.

The number of Differentially Expressed Genes (DEGs) obtained in each comparison, for an FC > =|1.5| and a *p* < 0.01 are shown in Fig. 1A. As a result, in HL-60 cells, 183 and 802 genes were identified as significantly modulated at 30 min and 3 h, while in OCI-AML3 cells, 221 and 332 genes appeared differentially modulated in response to CIGB-300 treatment. 

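In HL-60 cells at 30 min, 188 probe sets were DEGs, and CCL3L3, a chemokine gene and close paralog of CCL3, was among the largest rises (log2 fold change 4.48 ± 0.22, adjusted p = 2.4e-10; n = 3 arrays per group). In HL-60 cells at 3 h, 830 were DEGs, and TNFAIP6, an inflammation-induced hyaluronan-binding protein, rose from 4.61 ± 0.34 to 10.11 ± 0.16 (log2 values ± SD, n = 3; log2 fold change 5.50 ± 0.22, adjusted p = 3.97e-12). In OCI-AML3 cells at 30 min, 230 were DEGs, and ADAMTS1, a secreted metalloprotease, rose by 1.84 ± 0.13, adjusted p = 3.59e-07 (n = 3 treated and 2 untreated arrays). In OCI-AML3 cells at 3 h, 343 were DEGs, and CHAC1, a glutathione-degrading enzyme of the stress response, rose by 1.89 ± 0.28, adjusted p = 0.00148 (n = 3 per group). At an adjusted p under 0.05 and the same fold limit, the counts were 59, 655, 39 and 142 in this order. An unadjusted p under 0.01 without a fold limit was reached by 415, 1872, 398 and 842 probe sets, where about 214 are expected by chance in each comparison.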

Interestingly, the numbers of genes up-regulated are always higher than down-regulated. 

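Of the DEGs, 121 rose and 67 fell in HL-60 at 30 min, 447 rose and 383 fell in HL-60 at 3 h, 131 rose and 99 fell in OCI-AML3 at 30 min, and 231 rose and 112 fell in OCI-AML3 at 3 h. The largest falls were taken among DEGs with a symbol, an adjusted p under 0.05 and all treated arrays below all untreated ones. They were of ADM, the vasodilator adrenomedullin, in HL-60 at 30 min (from 6.35 ± 0.22 to 5.35 ± 0.44, log2 values ± SD, n = 3, adjusted p = 0.0465), and ZC3H6, a zinc-finger gene, in HL-60 at 3 h (-2.09 ± 0.23, adjusted p = 7.74e-06), where SLAMF6, a receptor of the SLAM family, also fell (-1.98 ± 0.31, adjusted p = 0.000457). In OCI-AML3 they were of C8orf74 at 30 min (-1.53 ± 0.24, adjusted p = 0.00713), and at 3 h they included NPY1R, a neuropeptide Y receptor (-1.14 ± 0.23, adjusted p = 0.0195), and ATOSA (-1.12 ± 0.24, adjusted p = 0.0264). At an adjusted p under 0.05 without a fold limit, 562 probe sets were higher and 633 lower in HL-60 at 3 h. In the other comparisons those counts were 68 and 6 in HL-60 at 30 min, 36 and 3 in OCI-AML3 at 30 min, and 156 and 53 in OCI-AML3 at 3 h.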

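CCL20, PDGFA and CD70 did not pass the DEG thresholds at 30 min in HL-60 cells but rose at 3 h, while CCL1, a chemokine, rose at both times (log2 fold change 0.69 ± 0.22 and 4.81 ± 0.22). CCL20, a chemokine for lymphocytes and dendritic cells, had a log2 fold change of 0.50 ± 0.30 at 30 min (adjusted p = 0.849) and 4.10 ± 0.30 at 3 h (adjusted p = 2.93e-08). PDGFA, a growth factor subunit, had 0.23 ± 0.17 at 30 min and 3.34 ± 0.17 at 3 h, and CD70, a ligand of the TNF family, had -0.10 ± 0.25 and 2.61 ± 0.25 (n = 3 arrays per group). The difference between the effects at 3 h and 30 min was itself tested with limma and passed the DEG thresholds for 695 probe sets in HL-60, of which 320 had an adjusted p under 0.05, and for 467 in OCI-AML3, of which 15 did. In HL-60 this difference was 3.59 ± 0.42, adjusted p = 7.1e-05 for CCL20 and 3.11 ± 0.25, adjusted p = 7.13e-07 for PDGFA. Fold changes at 30 min and 3 h correlated across probe sets with r = 0.270 in HL-60 and 0.0202 in OCI-AML3; probe sets are not independent replicates.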

HL-60 showed a much higher number of regulated genes after 3 h of treatment.

**Fig. 1:**
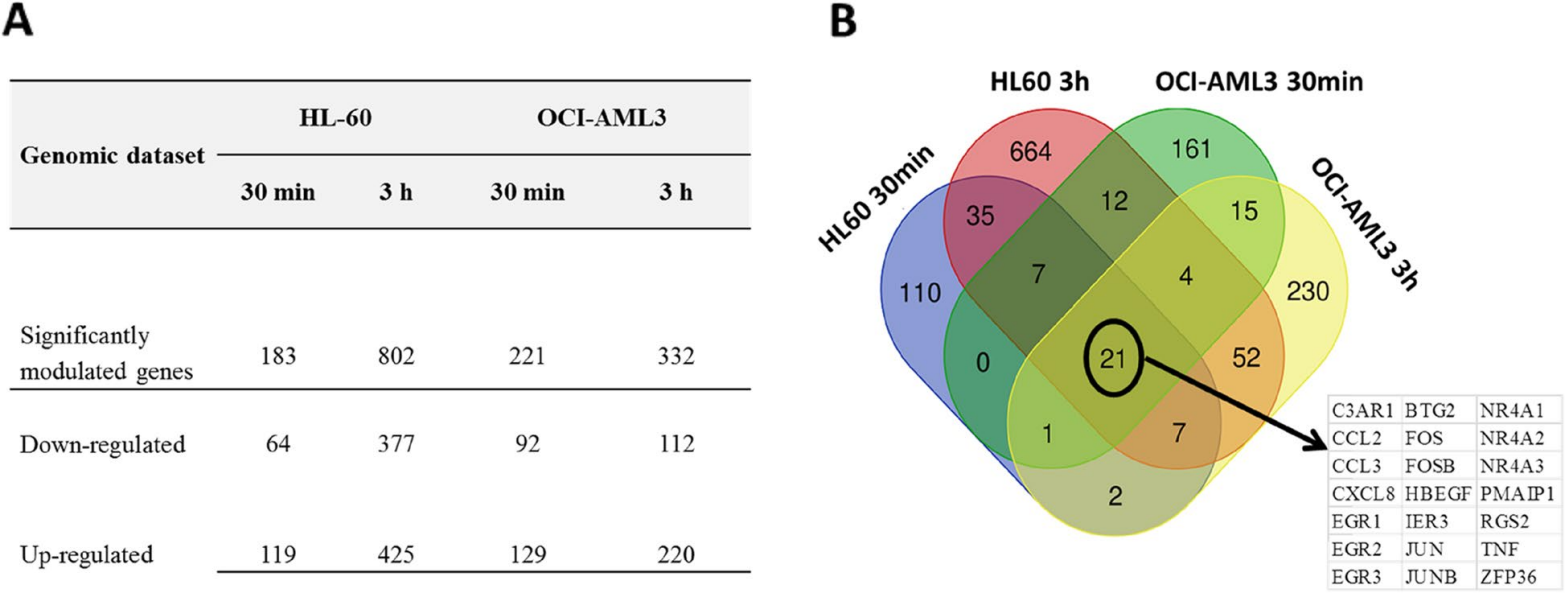
Genomic profile and Differentially Expressed Genes (DEGs) of AML cells treated with CIGB-300 peptide. **A** Numbers of differentially modulated genes in each AML cell line and time points; (**B**) Venn diagram of sets of DEGs for the treatment groups (*p* < 0.01;|FC|> = 1.5); groups are represented in colors as HL-60 30 min and 3 h, OCI-AML3 30 min, and 3 h. Numbers refer to DEGs specific to each treatment or common to two or more treatments. Inside the circle, common DEGs in the four groups are pointed out; a table with the 21 common genes is also supplied

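CD70, TRAF1 and MUC1 are among the genes that passed the DEG thresholds in HL-60 cells at 3 h and in no other comparison, and IL7R, GNLY and IL2RG are among those of OCI-AML3 cells at 3 h. TRAF1, an adaptor of TNF receptors, rose by 2.76 ± 0.21, adjusted p = 3.8e-08, and in OCI-AML3 at the same time it had 0.15 ± 0.21 (n = 3 arrays per group). IL7R, the receptor for interleukin-7, rose by 1.79 ± 0.20, adjusted p = 5.36e-05, and in HL-60 it had -0.10 ± 0.20. Of the DEGs, 113 were DEGs in HL-60 at 30 min alone, 694 in HL-60 at 3 h alone, 171 in OCI-AML3 at 30 min alone and 240 in OCI-AML3 at 3 h alone. The cell lines themselves differed at an adjusted p under 0.05 from limma for 1, 155, 1 and 24 of these, TRAF1 (3.12e-05) and IL7R (0.00107) included; for the others a cell line difference is not shown. At either time 946 probe sets were DEGs in HL-60 and 531 in OCI-AML3, and 102 were DEGs in both cell lines.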

Subsequently, a Venn diagram was constructed to show common and different genes (Fig. 1B). Only 21 genes are shared in the four comparison groups, most of them are transcription factors (EGR1/2/3, FOS, FOSB, IER3, JUN, JUNB, NR4A1/2/3, TNF, ZFP36) or chemokines CCL2, CCL3 and CXCL8/IL8. It points to the recruitment of a rapid response to stress and inflammation to deal with the peptide effect.

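In all 4 comparisons 21 probe sets were DEGs and all 21 rose, 18 of them with a gene symbol, where chance overlap of the lists gives 0.00125. The 18 were EGR1, EGR3, FOS, FOSB, JUN, JUNB, NR4A1, NR4A2, NR4A3, IER3 and ZFP36, the chemokines CCL2, CCL3 and CXCL8, and C3AR1, HBEGF, PMAIP1 and RGS2. NR4A3, an orphan nuclear receptor switched on within minutes of a stimulus, had the largest rise in HL-60 at 30 min (5.20 ± 0.32, adjusted p = 5.46e-09), and rose by 4.41 ± 0.32 at 3 h. EGR3, a zinc-finger transcription factor of the same early response, rose by 4.40 ± 0.23 and 5.38 ± 0.23 in HL-60, and by 2.70 ± 0.26 and 3.48 ± 0.23 in OCI-AML3, at 30 min and 3 h. CCL3, a chemokine for monocytes, rose from 5.22 ± 0.73 to 11.12 ± 0.084 in HL-60 at 3 h (log2 values ± SD, n = 3) and from 5.21 ± 0.60 to 7.79 ± 0.22 in OCI-AML3. Untreated cells moved too between the times, as EGR3 had a log2 difference of -2.30 ± 0.23, adjusted p = 8.7e-05 in untreated HL-60 cells at 3 h against 30 min, and of -2.88 ± 0.26, adjusted p = 1.96e-05 in untreated OCI-AML3 cells. At a fold change of at least 2, 11 probe sets remained in all 4 comparisons. From the shared genes the paper reasons that they point to a fast stress and inflammation response that copes with the peptide.

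**Figure D1:**
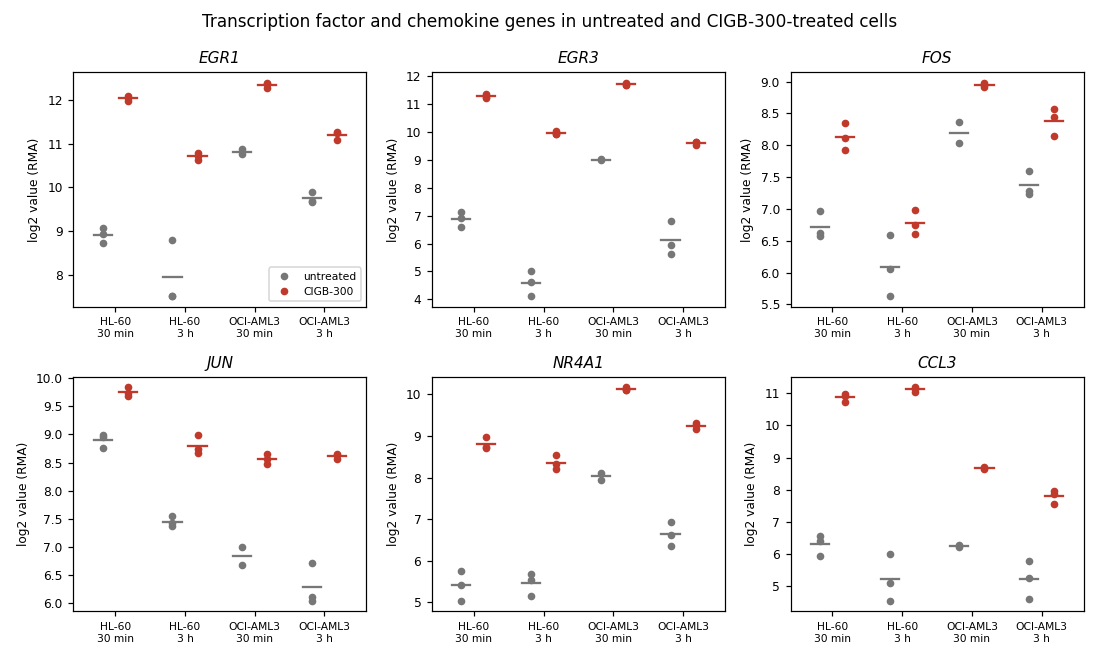
Log2 RMA values of EGR1, EGR3, FOS, JUN, NR4A1 and CCL3 on the vertical axes for untreated (gray) and CIGB-300-treated (red) cells of each cell line and time, each point an array and each bar the group mean; the axes do not start at 0. In all 6 genes and all 4 comparisons the treated arrays lie above the untreated ones, and for CCL3 in HL-60 at 3 h the means are 5.22 and 11.12.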

An unsupervised Heatmap from the most differentially expressed 1100 genes using the online tool Clustergrammer showed very well-delimited clusters (Fig. 2A). 

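CD83, C3AR1 and BCL2A1 rose in both cell lines at 3 h. C3AR1, the receptor for complement C3a, rose by 2.71 ± 0.24, adjusted p = 3.59e-07 in HL-60 and 1.89 ± 0.24, adjusted p = 0.000194 in OCI-AML3 (n = 3 arrays per group). BCL2A1, an anti-apoptotic gene, rose by 1.21 ± 0.094 and 0.80 ± 0.094, and CD83, a maturation marker of dendritic cells, by 2.04 ± 0.12 and 1.61 ± 0.12. At 3 h, 62 probe sets rose in both cell lines, where 4.81 are expected by chance, and 15 fell in both, where 2 are expected. At 30 min, 28 rose in both, where 0.739 is expected. Across all probe sets, which are not independent replicates, the fold changes of the cell lines correlated with r = 0.231 at 3 h and 0.0545 at 30 min.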

On top, there is a Cluster containing genes that increased their expression in both cell lines and time points (Cluster I) although with different kinetics and magnitudes. Heatmap of the top 100 up-regulated genes in Cluster I showed those common genes, biological pathways, and processes (Figure S2A and B). 

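Of 37 measured chemokine genes, 8 rose in HL-60 at 3 h and 29 did not pass, with CCL5 at 2.00 ± 0.11 and CXCL10 at 1.29 ± 0.32 (n = 3 arrays per group; 8 at an adjusted p under 0.05 over all genes and 9 when adjusted over the list alone). At 30 min 5 rose in HL-60 and 4 in OCI-AML3, and at 3 h 5 rose in OCI-AML3, CXCL10 at 1.44 ± 0.32 among them. The chemokine list had an adjusted p of 6.73e-07 and 7e-09 in HL-60, and 0.0602 and 0.00173 in OCI-AML3, at 30 min and 3 h, so that in OCI-AML3 at 30 min it was not called. Of 51 interleukin and other secreted cytokine genes, 10 rose and 1 fell in HL-60 at 3 h (adjusted p = 0.00102; 11 higher and 1 lower at an adjusted p under 0.05 both over all genes and when adjusted over the list alone). IL1B, a pro-inflammatory cytokine, rose by 1.16 ± 0.12, adjusted p = 2.84e-06 there, and by 1.35 ± 0.13 and 1.37 ± 0.12 in OCI-AML3 at 30 min and 3 h. KITLG, the ligand of KIT, rose by 2.17 ± 0.42 in HL-60, and IL16 had the only fall, -1.12, and was singled out after its value was seen. Without the genes changed in all 4 comparisons, the chemokine list had an adjusted p of 0.0859 in OCI-AML3 at 3 h, and with ranks it had 0.0522 in HL-60 at 30 min.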

Even when the changes are more pronounced in HL-60 after 3 h of treatments, it is interesting to note among the GO terms those related to cytokine-mediated signaling pathway, cellular response to cytokine stimulus, and inflammatory response sharing genes as CXCL10, TFN, IL1B, and other transcription factors, also included in positive regulation of transcription, and chemokines that participate in the Regulation of inflammatory response (Fig. 2B). The main pathways are related to TNF and IL-17, TLR, NF-kB signaling, Cytokine-cytokine receptor interaction, and C-type lectin receptor signaling pathways (Figure S2B).

**Fig. 2:**
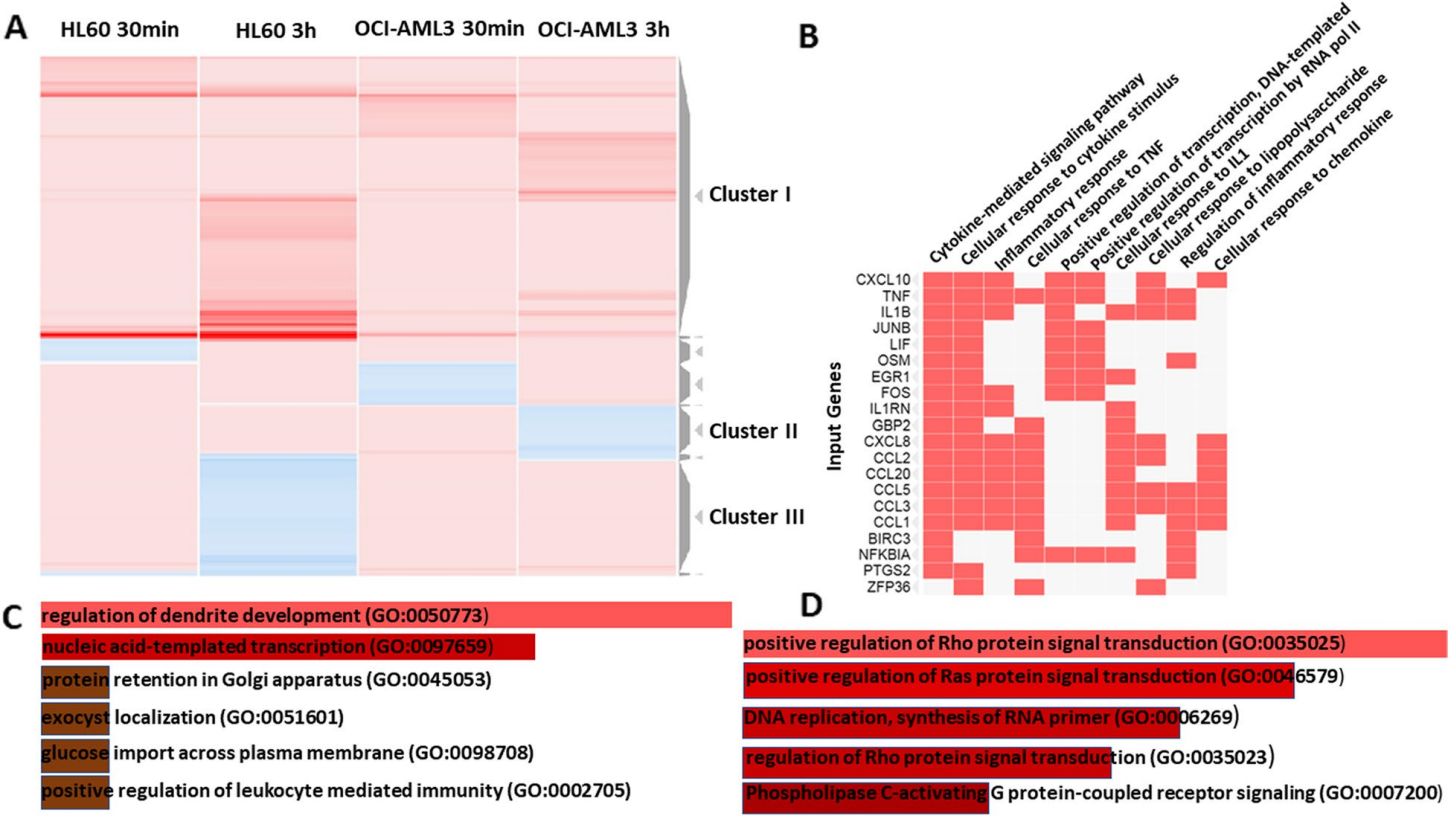
Analysis of DEGs by the action of CIGB-300 treatments and enriched biological processes. **A** Unsupervised Heatmap from the most differentially expressed 1100 genes, ranking the row order by Clusters. A subset with highly up-regulated genes (Cluster I), a subset where genes decreased their expression in OCI-AML3 at 3 h but increased in HL-60 (Cluster II) and a subset where genes decreased their expression in HL-60 at 3 h but increased in OCI-AML3 (Cluster III) are shown. **B** GO terms enriched using associated Enrichr analysis and genes included in more represented processes from Top 100 analysis in Cluster I, in a Clustergrammer shape. **C** and **D** represent the Enrichr analysis from genes included in Cluster II and III, respectively

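DUSP6, a phosphatase that dampens ERK signaling, fell in HL-60 at 3 h (-0.68 ± 0.13, adjusted p = 0.00426) and rose in OCI-AML3 (0.98 ± 0.13, adjusted p = 0.000591; n = 3 arrays per group). IL18RAP, a subunit of the interleukin-18 receptor, rose in HL-60 (0.80 ± 0.20, adjusted p = 0.0237) and fell in OCI-AML3 (-0.73 ± 0.20, adjusted p = 0.117). The test of the difference between the cell lines gave an adjusted p of 4.8e-05 for DUSP6 and 0.00766 for IL18RAP. LPL, lipoprotein lipase, and CITED1, a transcriptional coregulator, named after their values were seen, fell in HL-60 (-0.65 and -0.68) and rose in OCI-AML3 (0.66 and 0.68), with adjusted p for the difference of 0.0506 and 0.0491. With 1 probe set without a symbol, 5 probe sets were DEGs in opposite directions, 1 higher in HL-60 where 2.33 are expected by chance and 4 lower where 4.13 are expected. By sign alone, 110 of the 447 DEGs that rose in HL-60 at 3 h were lower in OCI-AML3 (24.6%), and 109 of the 383 that fell were higher (28.5%), where no relation between the cell lines would give 49.9% and 50.1%. Of these, 44 and 41 differed between the cell lines at an adjusted p under 0.05 from limma. Among the OCI-AML3 DEGs at 3 h, 37 of the 112 that fell were higher in HL-60 (33.0%) and 73 of the 231 that rose were lower (31.6%), where no relation would give 45.0% and 55.0%, and 6 and 18 of them differed between the cell lines by the same test. Leaving out each array in turn gave 3 to 8 opposite DEGs.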

Clusters II and III show interesting behaviors related to cell lines background (Fig. 2A), where genes decreased their expression in HL-60 at 3 h but increased in OCI-AML3 and vice versa. Enrichment analysis using the Enrichr tool associated with Clustergrammer showed different biological processes containing those genes. While 3 h after peptide treatment of HL-60 (Fig. 2D), CIGB-300 decreased the expression of 232 genes mostly related to signaling transduction through Ras and Rho proteins and phospholipase C-activating G protein-coupled receptor, the 98 genes that decreased expression in OCI-AML3 (Fig. 2C) are mainly related to other biological processes as regulation of dendrite development, transcription, protein retention in Golgi, glucose import or leukocyte mediated immunity regulation.

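Of 44 leukocyte genes of G protein-coupled receptor signaling, 7 fell and 8 rose in HL-60 at 3 h and 29 did not pass, with the regulators RGS14 at -1.31 ± 0.13 and RGS18 at -1.22 ± 0.094, and GPR18 at 3.23 ± 0.11 (n = 3 arrays per group). The list was not called (adjusted p = 0.266). SLC2A1, the glucose transporter GLUT1, fell in OCI-AML3 at 3 h by 0.61 ± 0.12 (adjusted p = 0.0185). In HL-60 SLC2A1 had -0.13 ± 0.12, and the difference between the cell lines had an adjusted p of 0.258; SLC2A1 lost the DEG call in OCI-AML3 without replicate 3 of the treated or replicate 2 of the untreated cells.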

### Enrichment analysis of DEGs pointed to cell line and timing dependence

When enriched biological processes were analyzed on each cell line per time of treatment, we obtained Metascape pictures (Fig. 3 and Figure S3) showing the influence of cell line and timing on gene ontology clusters. Since 30 min of treatment, the NGF-stimulated transcription process, including transcription factors (EGR1/2/3/4, FOS, FOSB, JUN, SRF, NR4A1/2/3), and chemokines CCL2 & CXCL8 is in the top 20 highly enriched ontology clusters, mainly in HL-60 cell line (Fig. 3). 

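Of 28 measured immediate early genes, which encode transcription factors and regulators switched on within minutes of a stimulus, 15 rose and 13 did not pass in HL-60 at 30 min. EGR1 and FOS rose there by 3.13 ± 0.22, adjusted p = 4.73e-08, and 1.41 ± 0.19, adjusted p = 0.000566, and NR4A1 rose by 3.41 ± 0.17 and NR4A2 by 1.80 ± 0.25 (n = 3 arrays per group). In OCI-AML3 at 30 min 15 of the 28 also rose, with EGR1 at 1.53 ± 0.25, NR4A1 at 2.09 ± 0.19, NR4A2 at 1.45 ± 0.28 and FOSB at 1.15 ± 0.23. SRF, the serum response factor that drives many of these genes, measured by the 1 probe set with this symbol in the annotation used, had 0.057 ± 0.11, adjusted p = 0.98 in HL-60 and 0.051 ± 0.12 in OCI-AML3, and did not pass in either. The SRF values cover that probe set alone. CCL2 rose by 2.93 ± 0.14 and CXCL8 by 1.79 ± 0.19 in HL-60, and by 0.85 ± 0.16 and 0.94 ± 0.21 in OCI-AML3. As a list they had an adjusted p of 3.66e-54 in HL-60 and 5.57e-33 in OCI-AML3. At an adjusted p under 0.05, 14 members were higher in HL-60 and 11 in OCI-AML3 over all genes, and 19 and 16 when adjusted over the list alone. The difference between the cell lines at 30 min had an adjusted p of 0.0014 for the list, and 0.147 with an estimated correlation.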

Pathways related to transcription factors such as AP1 or P53 also appeared in the ontology clusters during the experiment. 

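PMAIP1, the pro-apoptotic BH3-only gene NOXA, rose by 2.41 ± 0.18 and 2.35 ± 0.18 in HL-60 and by 1.11 ± 0.21 and 1.09 ± 0.18 in OCI-AML3, at 30 min and 3 h (n = 3 arrays per group, 2 untreated for OCI-AML3 at 30 min). SESN2, a stress-induced sestrin, rose by 1.17 ± 0.13, adjusted p = 6.4e-06 in HL-60 at 3 h. The AP-1 genes JUN and JUNB rose by 0.86 ± 0.14 and 1.17 ± 0.15 in HL-60 at 30 min.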

TNF-alpha and I-kappaB kinase/NF-kappaB signaling pathways, and Signaling by GPCR are also processes highly enriched in HL-60 since the 30 min of treatment with CIGB-300, with increased representation at 3 h of treatment in this cell line (Figure S3). 

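Of 42 measured NF-kB target and feedback genes, 10 rose in HL-60 at 30 min and 32 did not pass, and 26 rose at 3 h and 16 did not pass. NFKBID, an atypical IkB protein, rose by 2.05 ± 0.11, adjusted p = 4.75e-10 at 30 min and by 2.33 ± 0.11 at 3 h (n = 3 arrays per group). RELB, an NF-kB subunit, had -0.031 ± 0.21 at 30 min and rose by 2.27 ± 0.21, adjusted p = 5.53e-07 at 3 h, and ICAM1, an adhesion molecule, had 0.021 ± 0.19 and rose by 2.13 ± 0.19. Tested as a list, they had an adjusted p of 5.86e-20 at 30 min and 2.14e-47 at 3 h. At an adjusted p under 0.05, 9 members were higher at 30 min and 26 at 3 h over all genes, and 14 and 27 when adjusted over the list alone. Of 44 genes of G protein-coupled receptor signaling, 4 rose and 1 fell at 30 min, with PTGER4, a prostaglandin E2 receptor, at 1.22 ± 0.12, adjusted p = 3.74e-06, and the list was not called (adjusted p = 0.396).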

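In OCI-AML3 at 30 min, 9 of the 42 NF-kB target and feedback genes rose and the list had an adjusted p of 2.18e-11. Of the 9, 4 are genes changed in all 4 comparisons. The inhibitors NFKBIA and TNFAIP3 did not rise. NFKBIA log2 values were 9.70 to 9.79 treated and 9.66 and 9.73 untreated, and TNFAIP3 values 8.62 to 8.64 treated and 8.93 and 9.02 untreated. OSM, a cytokine of the interleukin-6 family outside that list, rose by 1.72 ± 0.26, adjusted p = 0.00384 (n = 3 treated and 2 untreated arrays). In HL-60 at 30 min OSM had -0.36 ± 0.23, and the difference between the cell lines was -2.08 ± 0.35, adjusted p = 0.0155. MAP3K8, a kinase of the NF-kB and MAPK pathways, rose by 1.03 ± 0.26 in HL-60 and had -0.36 ± 0.29 in OCI-AML3, with an adjusted p of 0.335 for the difference. The difference between the cell lines at 30 min had an adjusted p of 0.0303 for the NF-kB list, and 0.116 with an estimated correlation. Of 20 measured BCL2 family genes, which control the intrinsic apoptotic pathway, 2 rose in HL-60 (adjusted p = 0.000135) and 2 in OCI-AML3 (adjusted p = 0.191), with MCL1, an anti-apoptotic member, at 0.74 ± 0.087 in HL-60 and HRK, a pro-apoptotic member, at 0.61 ± 0.16 in OCI-AML3. For this list the cell line difference at 30 min was not called (adjusted p = 0.0665). Over all probe sets, 16 differed between the cell lines at 30 min at an adjusted p under 0.05 from limma.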

Of notice is the fact the first two processes, together with Th17 cell differentiation, intrinsic apoptotic signaling pathway in response to DNA damage and regulation of DNA-binding transcription factor activity appeared in HL-60 but not in OCI-AML3 treated with the peptide for 30 min. Later at 3 h of treatment the inflammatory response, Cytokine-cytokine receptor interaction/Cytokine Signaling in the Immune system, IL-18 signaling pathway, regulation of protein kinase activity, and MAPK cascade, and chemotaxis appeared as highly enriched processes in HL-60, together with positive regulation of cell death, regulation of apoptotic signaling pathway, or Death Receptor Signaling (Figure S3). These last processes included genes as BCL2L11, CDKN1A, FAS, GADD45B, MAP3K5, SQSTM1 and TNFRSF12A.

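Of 25 measured genes of interleukin-1 and interleukin-18 receptor signaling, 5 rose in HL-60 at 3 h and 20 did not pass. They were IL1RN, the interleukin-1 receptor antagonist (2.36 ± 0.24, adjusted p = 2.17e-06), IL1RAP, a shared receptor subunit (1.56 ± 0.12, adjusted p = 8.7e-08), IL1B, IL18RAP and IL36RN (n = 3 arrays per group). IL36RN was named to complete the 5 that rose. The list had an adjusted p of 0.0136, and 6 members were higher and 2 lower at an adjusted p under 0.05 over all genes, and 6 and 3 when adjusted over the list alone. Of 14 phosphatase and Sprouty genes that restrain the MAPK cascade, 3 rose and 1 fell (adjusted p = 0.0136; 3 higher and 1 lower at an adjusted p under 0.05 both over all genes and when adjusted over the list alone), with DUSP2 at 1.37 ± 0.14, DUSP10 at 1.06 ± 0.17 and DUSP16 at 0.82 ± 0.14. Of 27 chemokine and chemoattractant receptors, 5 rose and 4 fell, with CXCR5 at 1.56 ± 0.24 and CXCR2, a receptor for CXCL8, at -1.46 ± 0.16, and the list was not called (adjusted p = 0.999). IL18RAP lost the DEG call with the fit limited to the groups compared. With ranks the interleukin-1 and interleukin-18 list had an adjusted p of 0.151, and 0.116 among probe sets above the median.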

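In HL-60 at 3 h, BCL2L11, which encodes the pro-apoptotic BIM, rose by 0.76 ± 0.088, adjusted p = 1.24e-05, SQSTM1, an autophagy adaptor, by 0.99 ± 0.071, adjusted p = 2.16e-08, and TNFRSF12A, the receptor for TWEAK, by 0.82 ± 0.14, adjusted p = 0.00132 (n = 3 arrays per group). GADD45B, a stress gene, rose by 0.90 ± 0.10, adjusted p = 9.81e-06, and MAP3K5, the kinase ASK1, fell by 0.60 ± 0.18 (adjusted p = 0.0641). Of 26 measured death receptor pathway genes, 7 rose, 2 fell and 17 did not pass, with CFLAR, which restrains caspase-8, at 0.95 ± 0.087. Death receptor genes had an adjusted p of 0.000288, and 7 members were higher and 2 lower at an adjusted p under 0.05 over all genes, and 8 and 3 when adjusted over the list alone. With ranks in place of values the list had an adjusted p of 0.0702. MAP3K5 no longer passed the DEG thresholds when the arrays were centred on their medians or normalized by cyclic loess.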

**Fig. 3:**
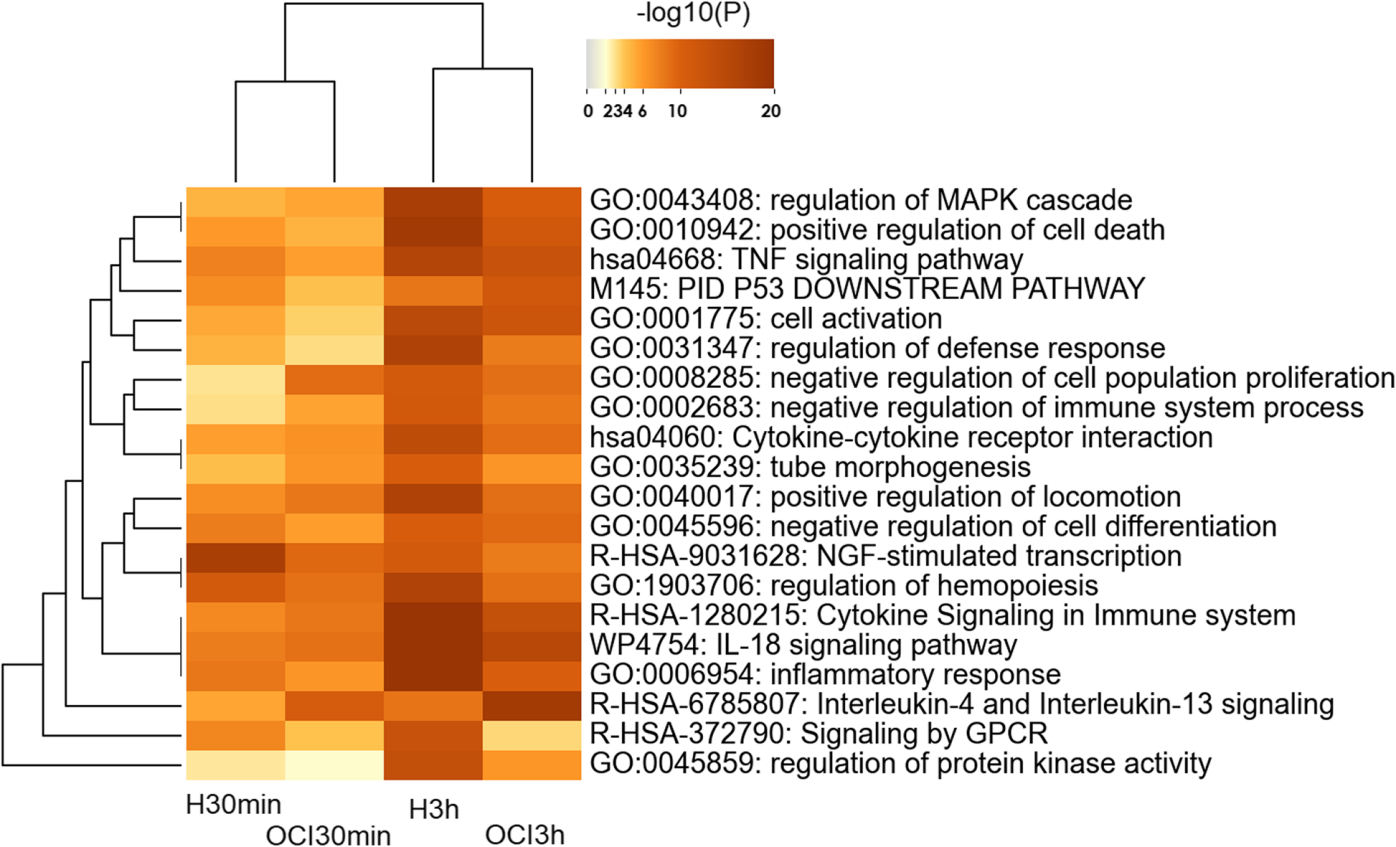
Top enriched ontology clusters across AML cell lines treated with CIGB-300 for 30 min and 3 h using Metascape. The most 20 enriched biological processes (-log10(P)) in HL-60 (H) or OCI-AML3 (OCI) after CIGB-300 treatment for 30 min and 3 h are shown

Regulation of hemopoiesis and differentiation are also represented in both cell lines. 

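Of 31 measured macrophage and monocyte differentiation genes, 1 rose in HL-60 at 30 min and 1 in OCI-AML3 at 30 min, and at 3 h 6 rose and 3 fell in HL-60 and 4 rose in OCI-AML3. MMP12, the macrophage elastase, rose in OCI-AML3 at 3 h by 1.08 ± 0.19, adjusted p = 0.00746, and TREM1, an activating receptor of monocytes, by 0.78 ± 0.18, adjusted p = 0.0398 (n = 3 arrays per group). The list had an adjusted p of 0.00738 in HL-60 and 0.347 in OCI-AML3 at 30 min, and 0.0591 in OCI-AML3 at 3 h, where it was not called. In HL-60 at 30 min, 1 member was higher at an adjusted p under 0.05 over all genes and 1 when adjusted over the list alone, and the list had an adjusted p of 0.0514 without replicate 3 of the treated cells and 0.0569 among probe sets above the median. Of 28 neutrophil granule and granulocytic genes, 2 rose in OCI-AML3 at 30 min, with DEFA4, a defensin, at 1.66 ± 0.30, adjusted p = 0.0227, and the list was called in none of the 4 comparisons.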

The first process appeared more enriched for HL-60 (30 min and 3 h) while the second one in both cell lines, mainly at 3 h. 

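CSF1R, the receptor for M-CSF, fell in HL-60 at 3 h (-1.29 ± 0.19, adjusted p = 0.00019), while CLEC7A, the beta-glucan receptor dectin-1, rose by 2.12 ± 0.40, adjusted p = 0.00263, OLR1, a receptor for oxidized lipoprotein, by 1.79 ± 0.29 and SPP1, osteopontin, by 1.96 ± 0.40 (n = 3 arrays per group). These belong to the macrophage and monocyte list, which had an adjusted p of 0.0397 in HL-60 at 3 h, a call that is lost (adjusted p = 0.0877 with an estimated correlation). Of 23 measured stem and progenitor genes, called factors below, 7 fell and 16 did not pass. Most encode transcription factors, but the surface proteins KIT, FLT3 and CD34 and the enzymes TET1 and TET2 are also in the list. GFI1B, a transcriptional repressor that acts within the erythroid and megakaryocytic lineages, fell by 1.14 ± 0.19 (adjusted p = 0.000787), SOX4 by 1.05 ± 0.088 (adjusted p = 1.98e-07) and TET1, a methylcytosine dioxygenase, by 1.54 ± 0.23 (adjusted p = 0.000251). Stem and progenitor factors had an adjusted p of 3.45e-05, and 9 members were lower at an adjusted p under 0.05 over all genes, and 11 lower and 1 higher when adjusted over the list alone. With ranks the stem and progenitor list had an adjusted p of 0.0522. Without replicates 2 of the treated cells, 2 of the untreated cells or 3 of the untreated cells, each in turn, the macrophage and monocyte list had an adjusted p of 0.0895, 0.0957 and 0.0802.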

Regulation of the myeloid cell differentiation process is highly enriched after 3 h of treatment in HL-60. In contrast, Interleukin-4 and Interleukin-13 signaling and negative regulation of the cell cycle appeared enriched in OCI-AML3 (Fig. 3 and S3).

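Of 98 measured genes of interleukin-4 and interleukin-13 signaling, 17 rose in OCI-AML3 at 3 h and 81 did not pass, with IL2RG, the common cytokine receptor chain, at 1.13 ± 0.10, adjusted p = 2.84e-06, and HGF, hepatocyte growth factor, at 1.04 ± 0.21, adjusted p = 0.0221 (n = 3 arrays per group). At 30 min 10 rose, with LIF, a cytokine of the interleukin-6 family, at 1.39 ± 0.20, adjusted p = 0.00197. In HL-60, 5 rose at 30 min, and 15 rose and 1 fell at 3 h, with VEGFA at 1.14 ± 0.11 and CCND1 at 0.94 ± 0.13. The list had an adjusted p of 0.0442 and 0.000746 in OCI-AML3, and 0.00706 and 0.000445 in HL-60, at 30 min and 3 h; its median log2 fold change was 0.067 in OCI-AML3 at 3 h. In HL-60 at 30 min its median was -0.0087 and its mean 0.11. In OCI-AML3 at 3 h, 10 members were higher at an adjusted p under 0.05 over all genes, and 18 higher and 3 lower when adjusted over the list alone. Of 16 cell cycle inhibitor genes, 5 rose in OCI-AML3 at 3 h, with RGCC at 1.75 ± 0.33, adjusted p = 0.0123, and the list had an adjusted p of 0.0476, a call that is lost (adjusted p = 0.0673 with an estimated correlation); 2 were higher over all genes, and 5 higher and 2 lower when adjusted over the list alone. That call was also lost without any of 5 of the 6 arrays, each in turn, and in HL-60 the cell cycle inhibitor list was called with 0.000185 at 30 min and 0.0226 at 3 h. With the fit limited to the groups compared, the interleukin-4 and interleukin-13 list had an adjusted p of 0.105 in OCI-AML3 at 30 min, and with ranks 0.613 there and 0.0738 at 3 h. With a replicate block it had 0.0537 in OCI-AML3 at 30 min, and without replicate 1 or 2 of the treated or replicate 2 of the untreated cells 0.0502, 0.0905 and 0.214. In HL-60 the list had an adjusted p of 0.333 at 30 min and 0.0702 at 3 h with ranks, and at 30 min 0.057 without replicate 2 of the treated cells. Without the genes changed in all 4 comparisons it had 0.203 in HL-60 and 0.259 in OCI-AML3 at 30 min.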

### DEGs show high functional network connections

Using Cytoscape as a framework, we investigated the network connection among genes in each cell line, also considering their expression kinetics (Fig. 4).

**Fig. 4:**
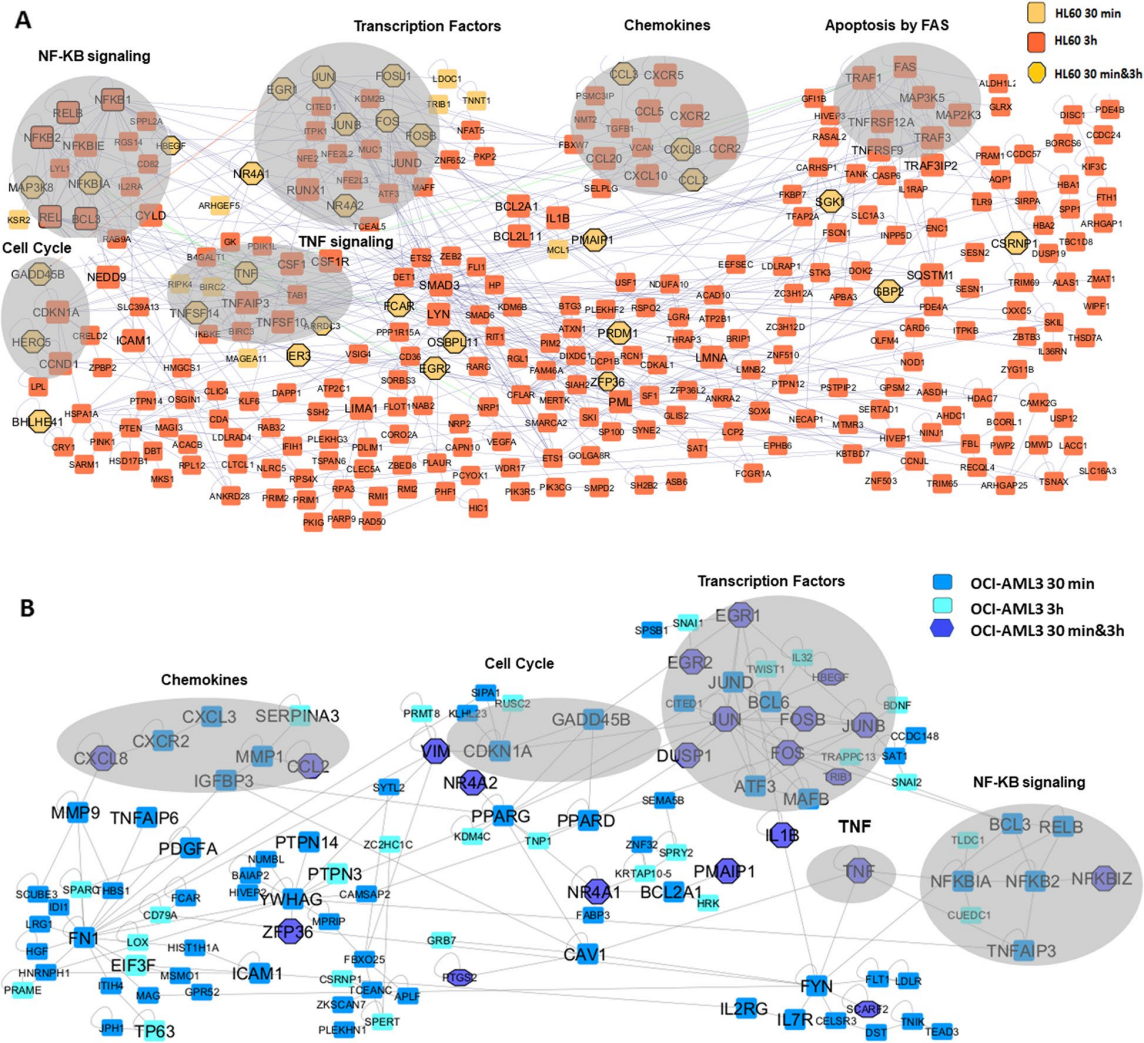
Network of DEGs by CIGB-300 treatment. Connected DEGs are shown in HL-60 (**A**) and OCI-AML3 (**B**) in both treatment times. Some modules of interest obtained by MCODE are shown in grey ovals. Additional TF are black lines surrounded in the net, as well as green edges of interest from TNF in HL-60. The network was generated by the BisoGenet Cytoscape application

In HL-60 cells, 305 out of 915 genes were connected in functional networks (Fig. 4A). 

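At both times 62 probe sets rose in HL-60 cells, where 2.52 are expected by chance, and 5 fell; 72 were DEGs at both times in any direction, where 7.28 are expected. GPR18, a G protein-coupled receptor of leukocytes, rose at 30 min by 2.74 ± 0.11, adjusted p = 2.29e-11, and SLC2A3, the glucose transporter GLUT3, by 0.82 ± 0.086 at 30 min and 1.78 ± 0.086 at 3 h (n = 3 arrays per group). DIXDC1, a gene of Wnt signaling, rose at 3 h by 2.91 ± 0.14, adjusted p = 8.02e-11 and had -0.16 ± 0.14 at 30 min.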

Most of the genes were regulated after 3 h of treatment and 30 of them were regulated at both time points. 

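Of the 59 genes with a symbol that changed the same way at both times in HL-60 cells, 15 were immediate early transcription factors and regulators, 9 NF-kB target and feedback genes, 5 chemokines and 4 genes of G protein-coupled receptor signaling. FOSB, an AP-1 subunit, rose by 1.04 ± 0.20 at 30 min and 0.92 ± 0.20 at 3 h, and EGR4 by 0.82 ± 0.18 and 1.19 ± 0.18 (n = 3 arrays per group). HBEGF, a growth factor of the EGF family and no transcription factor, rose by 1.42 ± 0.20 and 1.03 ± 0.20.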

The majority of these genes regulated along the experiment were transcription factors; additional TF highly connected are black lines surrounded in the net. The most interconnected modules included TF as EGR1, JUN, JUNB, FOS, FOSB, NF-kB family members, RUNX1, TNF, and genes connected to signaling for apoptosis and cell cycle control, such as FAS and CDKN1A. 

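In HL-60 at 3 h, 22 of 28 immediate early genes rose and 6 did not pass, with EGR1 at 2.77 ± 0.22, adjusted p = 9.98e-08, FOS at 0.69 ± 0.19, JUN at 1.35 ± 0.14, adjusted p = 4.44e-06, and JUNB at 0.86 ± 0.15 (n = 3 arrays per group). Immediate early genes had an adjusted p of 5.4e-38, and 21 members were higher at an adjusted p under 0.05 over all genes and 23 when adjusted over the list alone. RUNX1, a transcription factor of blood stem and progenitor cells, fell by 0.64 ± 0.068 (adjusted p = 4.6e-06). JUND, another AP-1 subunit, had 0.028 ± 0.18 at 30 min and rose by 1.14 ± 0.18 at 3 h. FOS no longer passed the DEG thresholds with the fit limited to the groups compared, nor without replicate 2 of the treated or of the untreated cells.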

On the other side, DEGs in OCI-AML3 were less connected in networks. Figure 4B shows the main modules obtained with 116 out of 512 genes. 

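In OCI-AML3 cells JUN, an AP-1 subunit, rose by 1.72 ± 0.16, adjusted p = 9.82e-06 at 30 min and 2.33 ± 0.14, adjusted p = 3.13e-08 at 3 h (n = 3 arrays per group, 2 untreated at 30 min). JUNB rose by 0.92 ± 0.17 and 0.68 ± 0.15, FOS by 0.75 ± 0.22 and 1.02 ± 0.19, and at 3 h EGR1 rose by 1.45 ± 0.22 and FOSB by 1.01 ± 0.20. The difference between 3 h and 30 min was 0.61 ± 0.22 for JUN, -0.24 ± 0.22 for JUNB, 0.27 ± 0.29 for FOS, -0.13 ± 0.30 for FOSB and -0.080 ± 0.33 for EGR1, and did not pass the DEG thresholds for any of the 5. These are differences of fold changes and not of treated levels. Treated EGR1 log2 values were 12.29 to 12.40 at 30 min and 11.08 to 11.28 at 3 h. Treated FOS values were 8.92 to 8.98 and 8.15 to 8.57, and treated JUN values 8.47 to 8.65 and 8.57 to 8.65. Untreated EGR1 values were 10.76 and 10.88, then 9.67 to 9.89, and untreated JUN values 6.68 and 7.01, then 6.05 to 6.72. At 3 h, 14 of 28 immediate early genes rose and the list had an adjusted p of 7.41e-33. For FOS at 30 min, leaving out replicate 2 of the untreated cells ended the DEG call.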

Here, we also found highly connection among TF EGR1, JUN, JUNB, FOS, and FOSB but mainly at 30 min post-CIGB-300 treatment. TNF, regulated along all the experiment, connect with NF-KB regulator NFKBIA and with genes connected to signaling for apoptosis and cell cycle control as PPARG, GADD45B, and CDKN1A (p21). 

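In OCI-AML3 cells, PPARG, a lipid-sensing nuclear receptor, had 0.22 ± 0.19 at 30 min and rose by 0.64 ± 0.17 at 3 h (adjusted p = 0.0949, n = 3 arrays per group, 2 untreated at 30 min). GADD45B had 0.52 ± 0.11 at 30 min (adjusted p = 0.102) and rose by 0.60 ± 0.10, adjusted p = 0.00459 at 3 h. Both calls at 3 h were near the thresholds, as PPARG lost it without replicate 3 of the treated or replicate 2 of the untreated cells, and GADD45B without replicate 3 of the untreated cells or with arrays centred on their medians.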

P21 is also connected to Vimentin (VIM), which is also regulated throughout the experiment. 

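VIM, which encodes the intermediate filament vimentin and was measured by the 1 probe set with this symbol in the annotation used, had a log2 value of 11.65 ± 0.017 in untreated and 11.63 ± 0.0065 in treated OCI-AML3 cells at 3 h (SD, n = 3). Its log2 fold change was -0.039 ± 0.13, adjusted p = 0.991 at 30 min, and -0.025 ± 0.12, adjusted p = 0.965 at 3 h, and it did not pass the DEG thresholds at either time. Between the times VIM differed by 0.014 ± 0.18, adjusted p = 0.991. All of these values cover that 1 probe set alone.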

Using Metascape and the entire study list, MCODE identified neighborhoods that are densely connected (Figure S4), taking into account treatment groups (in colors in Figure). This also showed a highly interconnected module, including EGR and AP1 transcription factors, TNF, and some chemokines and cytokines; most of them regulated in the four treatment groups. 

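Of the 18 genes with a symbol that changed in all 4 comparisons, 11 belong to the list of immediate early transcription factors, 3 to the chemokines, 4 to the NF-kB target and feedback genes and 4 to interleukin-4 and interleukin-13 signaling; some belong to several lists. CCL2, a chemokine for monocytes, rose by 5.21 ± 0.14, adjusted p = 2.35e-14 in HL-60 and 0.87 ± 0.14, adjusted p = 0.0041 in OCI-AML3 at 3 h, and CXCL8, interleukin-8, by 2.19 ± 0.19 and 1.08 ± 0.19 (n = 3 arrays per group). ZFP36, which destabilizes cytokine mRNAs, rose by 1.17 ± 0.10 and 0.71 ± 0.10 in HL-60 at 30 min and 3 h, and by 1.21 ± 0.11 and 0.61 ± 0.10 in OCI-AML3.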

Functional description of the corresponding components in this module pointed to NFAT TF, AP1, and IL-17 signaling pathways with a -log10(P) near 20. It also appeared an additional smaller module including NF-KB family members, principally regulated at 3 h with a -log10(P) of 8.

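RELB rose in OCI-AML3 at 3 h by 0.96 ± 0.21, adjusted p = 0.0268 and had -0.010 ± 0.23 at 30 min (n = 3 arrays per group, 2 untreated at 30 min). Its difference between the times was 2.30 ± 0.29, adjusted p = 0.000153 in HL-60, and 0.97 ± 0.31, adjusted p = 0.278 in OCI-AML3. NF-kB target and feedback genes as a list also differed between the times, with an adjusted p of 1.46e-25 in HL-60 and 0.000143 in OCI-AML3. Of the 42 members, 21 differed between the times in HL-60 and 7 in OCI-AML3 at the DEG thresholds, and the others did not pass.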

### Transcription factor prediction from DEGs shows differential dynamics in both AML cell lines

For a deeper understanding of gene expression regulation in HL-60 and OCI-AML3 after CIGB-300 treatment for 30 min and 3 h, we explored two different strategies: an enrichment analysis using the curated database of human transcriptional regulatory networks TRRUST through Metascape and the search of gene regulatory motifs from DEGs connected networks using the iRegulon application on Cytoscape. 

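CYLD and NFKBIE, NF-kB targets that restrain the pathway, rose in HL-60 at 3 h (1.14 and 1.00), and NFKBIZ, an atypical IkB protein, rose in OCI-AML3 at 30 min and 3 h (0.82 and 1.09); these 3 were chosen after their values were seen. By a hypergeometric count of DEGs, the NF-kB target and feedback genes had an adjusted p of 4.25e-11 and 1.37e-24 in HL-60, and 7.36e-09 and 2.1e-20 in OCI-AML3, at 30 min and 3 h. The transcript of STAT3 itself had -0.025 ± 0.11 and 0.043 ± 0.11 in HL-60 and -0.18 ± 0.12 and -0.12 ± 0.11 in OCI-AML3, and passed in none of the 4 comparisons, with adjusted p from 0.738 to 0.991 (n = 3 arrays per group, 2 untreated for OCI-AML3 at 30 min).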

In Fig. 5 enrichment analysis in TRRUST is shown**.** As for the ontology clusters, there is a dependence on the cell line and timing for gene regulation, where NF-KB family members such as RELA, NFKB1, and REL are among the most enriched along the entire experiment, followed by JUN, STAT3, TP53, and EGR1. An interesting finding is the contribution of STAT1, ATF2, and CREB1 in OCI-AML3 from the 30 min of treatment but only after 3 h in HL-60 and NFKBIA only after 3 h of CIGB-300 treatment.

**Fig. 5:**
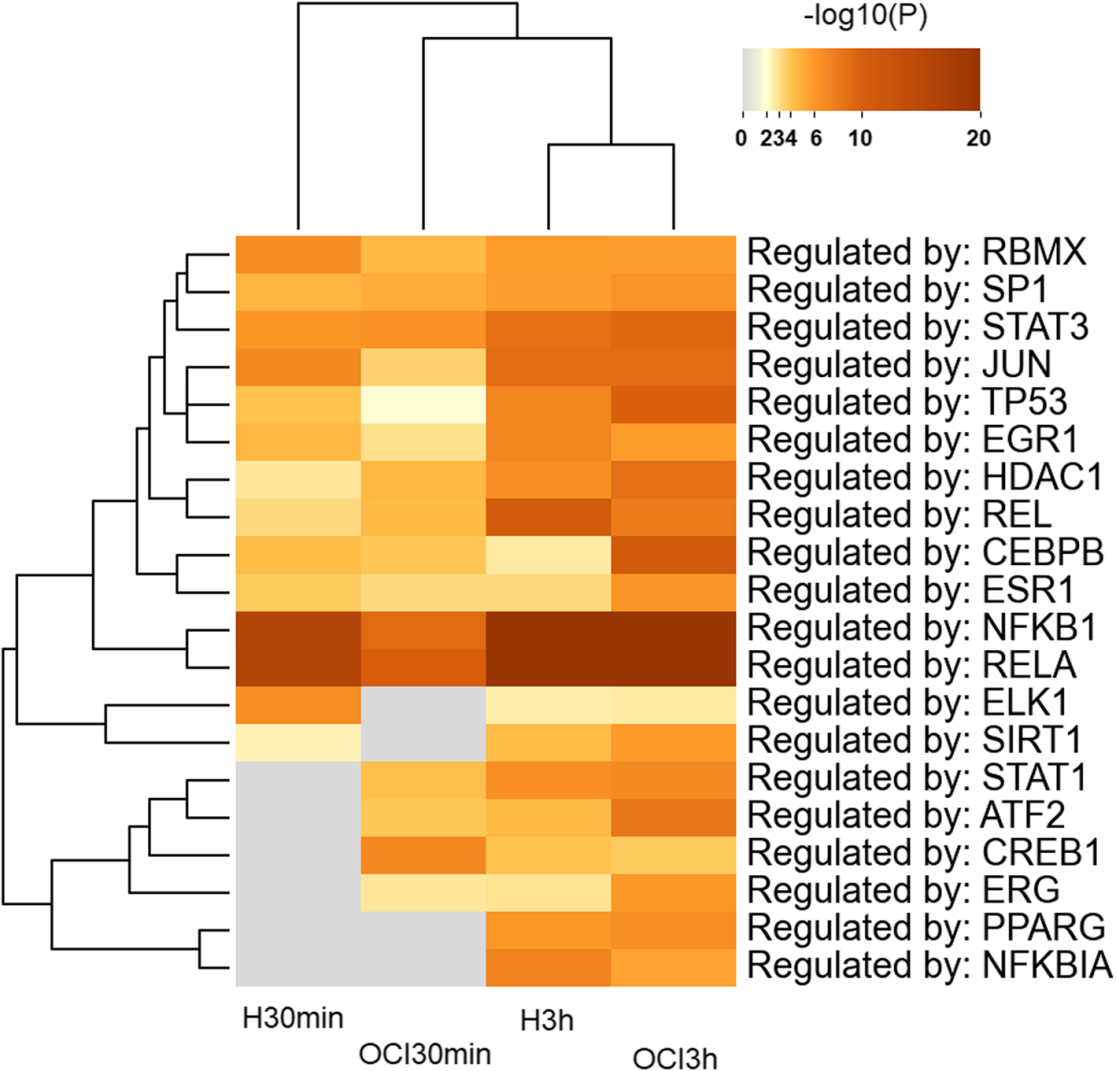
Enrichment analysis of transcription factor using TRRUST database from Metascape. Enriched transcription factors (-log10(P)) in HL-60 (H) or OCI-AML3 (OCI) after CIGB-300 treatment for 30 min and 3 h is shown using the TRRUST database in Metascape

In Figure S5, we show two graphs with ordered TF according to the Normalized Enrichment Score (NES) in iRegulon per cell line and time point taking into account only network-connected genes. A high NES score (≥ 3.0) indicates a motif that recovers a large proportion of the input genes within the top of its ranking. In HL-60, gene transcription regulation is governed at 30 min by SRF, NF-kB family members (RELA, NFKB1), JUN, CREB1, MEF2A/C, TBP, and EGR 4/2/3; later at 3 h, BCL3 gains importance together with NF-kB family members (RELA, NFKB1 and 2, REL), FOS, TBP, JUN, and JUNB. Otherwise, in OCI-AML3 the 30 min gene regulation is mainly accomplished by TBP, SRF, EGR2/1/4, MEF2A/C/B, RELA, NFKB2, MAPK14, JUND, and CREB1 while at 3 h post-treatment, the gene regulation strategy completely changed with a role for DBP, HLF, ATF2, TEF, CEBPA/B, NFIL3, and GATA2 and not by NF-kB family members or AP-1 complex components.

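NFIL3, a bZIP transcription factor, rose in OCI-AML3 at 3 h by 0.62 ± 0.14, adjusted p = 0.0337 (n = 3 arrays per group). The transcripts of the other factors named for that comparison did not pass, with DBP at -0.34 ± 0.12, HLF at 0.22 ± 0.24, ATF2 at -0.053 ± 0.083, TEF at 0.34 ± 0.25, CEBPA at 0.056 ± 0.13, CEBPB at -0.041 ± 0.19 and GATA2 at 0.26 ± 0.20. At 30 min, the transcripts of TBP (-0.038 ± 0.10), MEF2A (0.34 ± 0.11), MEF2C (0.027 ± 0.26) and CREB1 (-0.040 ± 0.10) did not pass, and EGR4 rose by 0.65 ± 0.20 (adjusted p = 0.44). The arrays measure the transcripts of these factors and not their activity. NFIL3 lost the DEG call without replicate 2 or without replicate 3 of the untreated cells, and EGR4 without any of 4 of the 5 arrays of its comparison.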

### CIGB-300 stimulates cellular differentiation and cell cycle target genes

Myeloid hematopoietic differentiation is controlled by extrinsic cytokines and intrinsic transcription factors such as the macrophage colony-stimulating factor (M-CSF, encoded by CSF1) and EGR1. Both were studied by qPCR (Figure S6), showing an increase of the TF EGR1 in all conditions but mainly in HL-60 treated for 30 min. CSF1 was significantly increased after 3 h of HL-60 treatment with CIGB-300.

We also explored gene expression of CDKN1A/P21, with important regulator roles in G1 progression in the cell cycle, by qPCR in both cell lines after the CIGB-300 treatment for 30 min, 2 h, and 8 h. Figure S7 shows the increase of CDKN1A mRNA levels in both cell lines; from 30 min in OCI-AML3 and after 2 h and 8 h of CIGB-300 treatment in HL-60 with higher magnitudes.

### CIGB-300 elicits up-regulation of TNFA and NF-kB target genes

NF-kB pathway genes were shown to be significantly up-regulated by CIGB-300. 

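Of 42 NF-kB target and feedback genes, 15 had a larger and 1 a smaller log2 fold change in HL-60 than in OCI-AML3 at 3 h at the DEG thresholds, 26 did not pass, and the list had an adjusted p of 3.4e-18. The median difference of the members was 0.44 on the log2 scale. In OCI-AML3 at 3 h, 18 of 42 rose and 24 did not pass (adjusted p = 1.57e-29; 16 at an adjusted p under 0.05 over all genes and 22 when adjusted over the list alone). IER3, a stress gene that NF-kB induces, rose by 3.32 ± 0.18, adjusted p = 4.73e-10 in HL-60 and 1.96 ± 0.18, adjusted p = 5.04e-06 in OCI-AML3, a difference of 1.36 ± 0.26, adjusted p = 0.00932 (n = 3 arrays per group).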

To assess the robustness of the microarray analysis, we selected representative genes for validation by quantitative real-time RT-PCR (qPCR) and ELISA. Nine genes from the NF-kB signaling pathway, identified by the high-throughput analysis in HL-60 and OCI-AML3 cells treated with CIGB-300 in a temporal serial at 30 min and 3 h, were investigated by qPCR (Fig. 6). 

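NFKBIA, which encodes the inhibitor IkBα, rose in HL-60 by 1.19 ± 0.13, adjusted p = 1.88e-05 at 30 min and 2.92 ± 0.13, adjusted p = 1.21e-11 at 3 h, and in OCI-AML3 it had 0.045 ± 0.14 and rose by 0.72 ± 0.13 (n = 3 arrays per group, 2 untreated for OCI-AML3 at 30 min). In OCI-AML3 treated NFKBIA log2 values were 9.70 to 9.79 at 30 min and 9.62 to 9.88 at 3 h. Untreated values were 9.66 and 9.73, then 8.88 to 9.16. The rise at 3 h thus came with lower untreated values and not with higher treated ones. NFKB2, which encodes p52, rose at 3 h by 2.73 ± 0.20 in HL-60 and 1.06 ± 0.20 in OCI-AML3, and TNFAIP3, the ubiquitin-editing inhibitor A20, by 2.03 ± 0.12 and 1.10 ± 0.12. NFKB1, which encodes p50, rose by 0.95 ± 0.11 in HL-60 at 3 h and had 0.37 ± 0.11, adjusted p = 0.165 in OCI-AML3, where it did not pass the DEG thresholds. REL rose by 0.67 ± 0.12 in HL-60 at 3 h and had 0.22 ± 0.12 in OCI-AML3, and RELA had 0.16 ± 0.085 and 0.072 ± 0.085 in HL-60 and -0.28 ± 0.10 and 0.22 ± 0.085 in OCI-AML3, at 30 min and 3 h, and passed in none. MAP3K8 rose by 0.80 ± 0.26 in HL-60 at 3 h, and GADD45B by 1.23 ± 0.10 at 30 min. At 3 h the difference between the cell lines had an adjusted p of 4.53e-07 for NFKBIA, 0.00403 for NFKB2, 0.00811 for TNFAIP3 and 0.0952 for NFKB1. The calls of REL and MAP3K8 in HL-60 at 3 h were lost when single arrays were left out, for REL without replicate 1 of the treated or replicate 2 of the untreated cells. From the match of these patterns with qPCR, the paper concludes that the array results hold for each cell line and time.

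**Figure D2:**
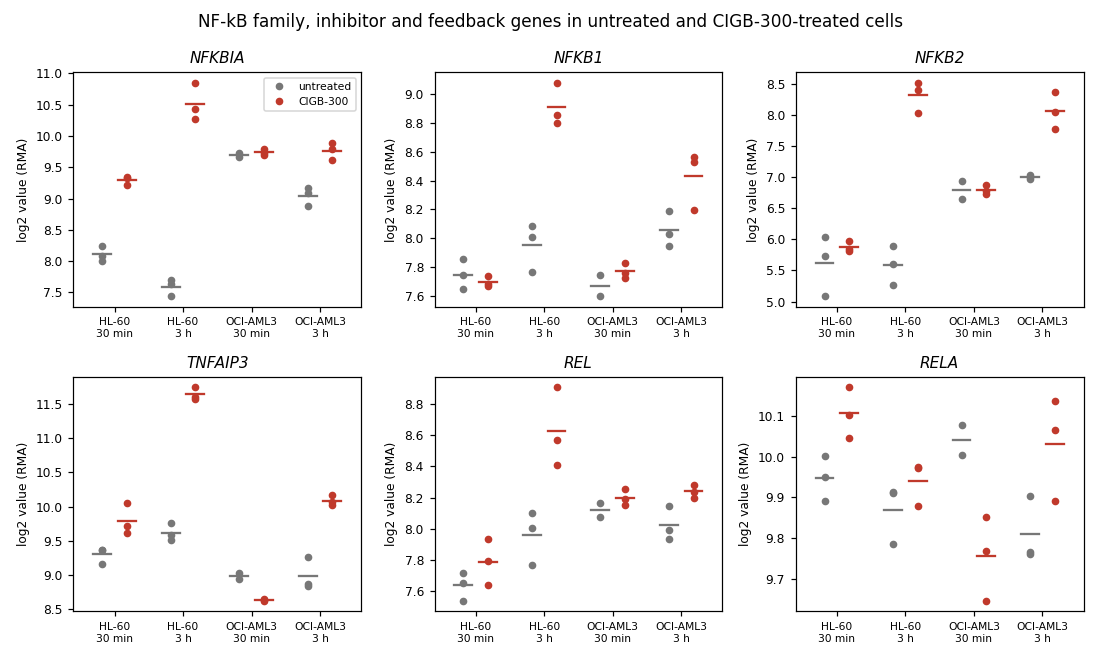
Log2 RMA values of NFKBIA, NFKB1, NFKB2, TNFAIP3, REL and RELA on the vertical axes for untreated (gray) and CIGB-300-treated (red) cells of each cell line and time, each point an array and each bar the group mean; the axes do not start at 0. The mean of NFKBIA in HL-60 at 3 h is 7.59 untreated and 10.51 treated, while RELA means lie between 9.76 and 10.11.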

The expression patterns obtained by PCR confirmed microarray results, in a cell-line and temporal manner, with higher absolute up-regulation fold changes values to those in the microarray.

**Fig. 6:**
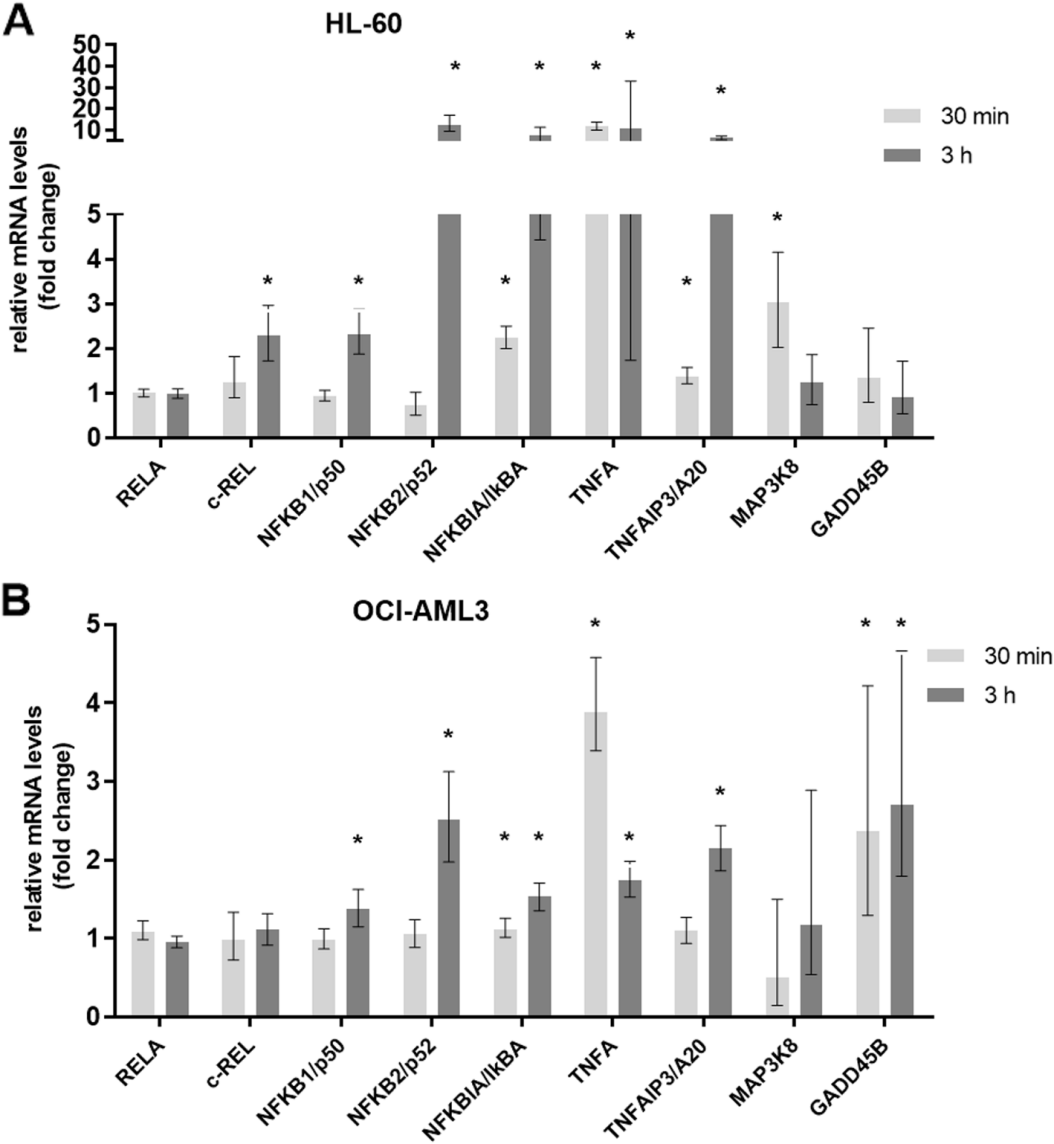
qPCR validation of selected genes of NF-kB signaling pathway modulated by CIGB-300. **A **HL-60 and **B **OCI-AML3 cells were treated with 40 μM of CIGB-300 for 30 min and 3 h. Histogram bars indicate relative mRNA levels ± standard errors to a time-matched untreated control, for two independent experiments analyzed in triplicate. All genes were normalized with ABL1, DDX5, and GAPDH genes. Asterisks represent statistically significant changes (*p* < 0.05) by REST 2009

Target genes NFKBIA/IKBα, NFKB1/p50, NFKB2/p52, and TNFAIP3/A20 showed little or no over-expression early (30 min) but at 3 h they significantly increased expression in both cell lines. These increased levels were higher in the HL-60 cell line compared to OCI-AML3. c-REL/REL showed this same behavior in HL-60. In contrast, RELA gene levels were not significantly modulated by CIGB-300 in the microarray and qPCR analysis. Moreover, c-REL targets MAP3K8 and GADD45B increased gene expressions either in HL-60 (30 min) or in OCI-AML3 (30 min and 3 h), respectively.

In agreement with the qPCR result, a clear increase of the p50 binding activity after CIGB-300 treatment was confirmed by ELISA assay in both AML cell lines; although a higher level of p50 DNA binding was observed after OCI-AML3 cells were treated with CIGB-300 for 2 h and 5 h, compared to HL-60 (Fig. 7A).qPCR results also evidenced TNFA(TNF-α) was up-regulated by CIGB-300 3.8- fold in OCI-AML3 and 11.6- fold in HL-60 as early as 30 min of drug exposure. This up-regulation was still found at 3 h (1.7-fold for OCI-AML3 and 10.6-fold for HL-60). An ELISA assay to measure TNF-α secretion in AML cell lines following CIGB-300 treatment corroborated microarray and qPCR data showing a cell line-specific regulation with elevated TNF-α expression in HL-60 (66.7 pg/mL) compared to OCI-AML3 (10.3 pg/mL) at 3 h of treatment (Fig. 7B). TNF-α induction by CIGB-300 tends to decrease at 24 h post-treatment, pointing to the time-dependent effect of this signaling pathway activation.

**Fig. 7:**
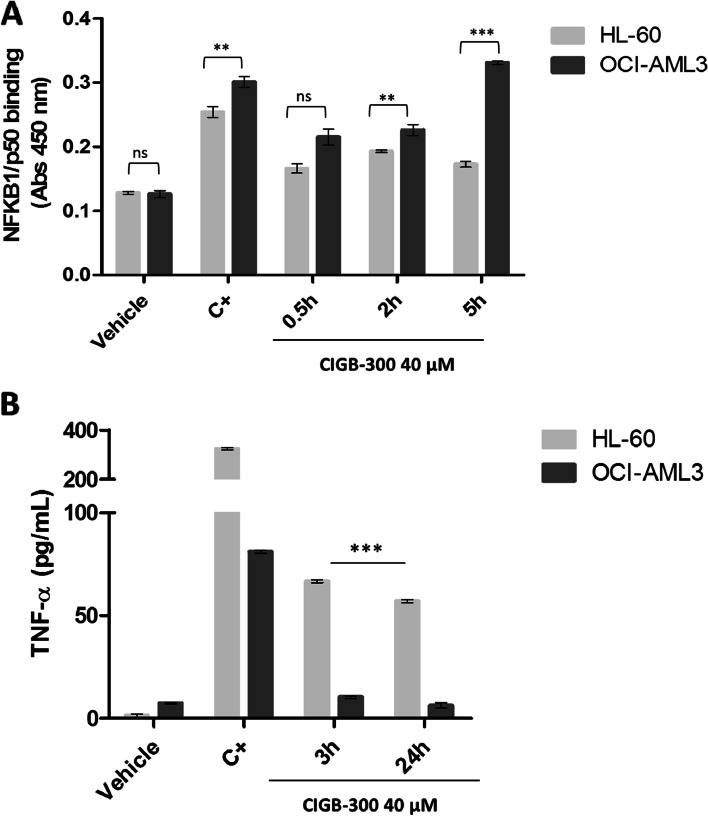
ELISA assays for p50 binding and TNF-α levels detection after CIGB-300 treatment of HL-60 and OCI-AML3 cells. **A** Cell extracts from HL-60 and OCI-AML3 cells were subjected to an ELISA Panomics kit (#EK110) to quantify p50 DNA binding activation after treatment with 40 μM of CIGB-300 at 0.5 h, 2 h, and 5 h. NF-kB activation positive control (C +) was included. Histogram bars indicate Absorbance (Abs) 450 nm mean ± SD (standard deviation) for two independent experiments analyzed in triplicates. **B** Soluble TNF-α level was measured by ELISA after 3 h and 24 h of treatment with 40 μM of CIGB-300. PMA was employed as a positive control (C +) of TNF-α secretion. Histogram bars indicate pg/mL mean ± SD for two independent experiments analyzed in triplicate. Relevant statistically significant differences between conditions are represented as **p < 0.01 and *** *p* < 0.001 after a one-way ANOVA followed by Tukey’s Multiple Comparison Test

## Discussion

AML is still a challenging disease in terms of effective therapy and minimal residual disease control [25], thus novel therapeutics have evolved in the last years, where CK2 targeting looks among the most promising ones [20, 26, 27]. Preclinical results have shown CIGB-300 peptide impacts on leukemic cell proliferation [21]. Preliminary clinical results show safety and first insights into the effect on AML patients [28].

In vitro models are often used to understand the cellular response, molecular mechanisms, and key pathways involved in the effect of a drug. Here, HL-60 (FAB M2 14% in AML; TP53/CDKN2A/NRASmut) and OCI-AML3 (FAB M4 20% in AML; DNMT3Amut, NPMc +) cell lines were chosen to cover an important part of AML patients with non-assigned therapy [in contrast to it is the case of FAB-M3] [29, 30]. Previous proteomic and phosphoproteomic analyses in both cell lines showed common but also specific ways CIGB-300 impacts cell apoptosis, the cell cycle, and regulate transcription and translation components [21, 24]. Gene expression profiles in both cell lines would also allow sensing of what are general or more specific mechanisms to genetic backgrounds and differentiation states of leukemic cells. This study will give a new view at an earlier step of regulation. This is the first report of the gene expression profile modulated for CIGB-300 in HL-60 and OCI-AML3 cell lines using a microarray approach.

The Multidimensional Scaling and the ANOVA R^2^ of covariates analysis showed the main differences are governed by the cell line background and later, by treatment and time. Nevertheless, the heatmap picture showed a Cluster I comprising genes that are up-regulated in both cell lines although with differential magnitudes and kinetics. Interestingly, this cluster is composed of genes encoding transcription factors responding to stress stimulus as EGR1 and AP-1 components, pro-inflammatory cytokines such as IL1β and TNFα, and chemokines, including IL8. Most of them are part of the Top 100 up-regulated genes in the complete experiment, with a higher increase in HL-60. 

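Several genes shared by both cell lines rose more in HL-60 by the test of the difference itself. At 3 h it was 4.34 ± 0.20, adjusted p = 1.89e-10 for CCL2, 3.31 ± 0.41, adjusted p = 9.38e-05 for CCL3, and 1.90 ± 0.33, adjusted p = 0.0036 for EGR3 (n = 3 arrays per group). EGR1 differed by 1.32 ± 0.31, CXCL8 by 1.11 ± 0.27 and PMAIP1 by 1.26 ± 0.26, each at an adjusted p under 0.05. JUN differed the other way, by -0.97 ± 0.20, adjusted p = 0.0185, and NR4A1 (0.29 ± 0.24), FOS (-0.33 ± 0.28), JUNB (0.18 ± 0.21) and IL1B (-0.21 ± 0.17) did not pass. The list of immediate early genes had an adjusted p of 3.99e-06 for the difference at 3 h, and 0.0417 with an estimated correlation. All of these are differences of fold changes and not of treated levels. For EGR1 at 3 h, untreated log2 values were 7.51 to 8.79 in HL-60 and 9.67 to 9.89 in OCI-AML3. Treated values were 10.62 to 10.78 and 11.08 to 11.28. For CCL3 at 3 h, treated values were 11.02 to 11.18 in HL-60 and 7.55 to 7.97 in OCI-AML3.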

NFAT Transcription factor and AP1 pathways were also found enriched in both cell lines. Although the Calcineurin–NFAT pathway was described in T cells as acting as a master regulator of lymphocyte development and effector T-cell functions [31], it is also essential in myeloid lineages for their defense function against pathogens [32]. NFAT factors can cooperate with AP-1 and NF-kB transcription factors to modify immune responses. NFAT expression also increased in murine bone marrow cultures stimulated with M-CSF (encoded by CSF1) [33]. 

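CSF1, which encodes M-CSF, had a log2 value of 3.79 ± 0.35 in untreated and 5.03 ± 0.27 in treated HL-60 cells at 3 h (SD, n = 3 arrays each), both under the array medians of 5.38 to 5.44, and a log2 difference of 1.24 ± 0.26, adjusted p = 0.00608. At 30 min it had 0.081 ± 0.26 in HL-60, and in OCI-AML3 0.62 ± 0.29 at 30 min and 0.15 ± 0.26 at 3 h, none of which passed. The difference between the cell lines at 3 h was 1.08 ± 0.37, adjusted p = 0.218.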

In normal physiology, M-CSF triggers hematopoietic stem cells to differentiate into macrophages/monocytes, and in our experiment, CSF1 increased their gene expression after 3 h of peptide treatment in HL-60. Leukemia-derived cell lines come from hematopoietic precursors with the potential to differentiate into immune cells. Ramírez et al. (2017) profiled HL-60 promyelocytes differentiating into macrophages, neutrophils, monocytes, and monocyte-derived macrophages in a time series experiment from 3 to 168 h [34]. Similarly, they found a rapid response at 3 h with the expression of key transcription factors and lineage markers, including EGR1, EGR2, RELB, and NFKB2 in both subtypes of macrophages and NR4A1, NR4A2, NR4A3, EGR3, and FOSB in monocyte-derived macrophages. Heatmap of other differentially expressed transcriptional regulators showed the increase, as early as 3 h, of AP-1 elements, REL/REL A, and inflammatory molecules such as IL1B or CCL2. This differentiation program is very well controlled over time with waves of expressions. NFAT pathway can also be stimulated via pattern recognition receptors (PRR) which increases the expression of IL2, -10, or -12. 

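In OCI-AML3 at 30 min, the log2 value of IL10 was 2.88 ± 0.17 in untreated (SD, n = 2) and 3.74 ± 0.34 in treated cells (SD, n = 3), both under the array medians of 5.52 to 5.60, and detection above background was not tested. The log2 difference was 0.86 ± 0.17, adjusted p = 0.0496, and at 3 h it was 0.38 ± 0.15 and did not pass. In HL-60 it was 0.024 ± 0.15 at 30 min and 0.031 ± 0.15 at 3 h.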

IL-10 gene expression increased after 30 min of treatment in OCI-AML3. These elements joined to the enrichment of regulation of hematopoiesis as a biological process along the experiment for the M2 cell line HL-60, and regulation of cell differentiation in both cell lines with different kinetics are indicating CIGB-300 possibly triggers differentiation in leukemic cells. Corroboration should be done by measuring differentiation membrane markers in properly controlled experiments.

This transcriptomic analysis has particularly revealed the stimulation of cytokine and chemokine responses, as a quick molecular response to CIGB-300 and the involvement of an inflammatory response as part of the mechanism of this peptide. These CIGB-300 targeted cell lines are a myeloid precursor in an intermediate state of differentiation that can evolve to become effector myeloid cells and then their response could mimic that of an antigen-presenting cell. The presence of the cationic Tat penetrating peptide as part of the CIGB-300 sequence contributes to its rapid internalization within 3 min in 80% of the cells [21]. Previous reports with other penetrating peptides have shown the increased uptake by antigen-presenting cells and the induction of a potent CD8^+^ T cell immunity. Using OVA as a vaccine antigen model, a potent antigen-specific immune response was induced with increases in IgG titer, splenocyte proliferation, secretion of cytokines IFN-γ, IL12, IL4, and IL10, immune memory function, and the activation and maturation of dendritic cells [35]. CIGB-300 has not elicited an antibody response after mice immunization (*unpublished results*), thus additional mechanisms where an immune inflammatory response can contribute to change cell phenotypes, recruit effector immune cells nearby leukemic cells, and then help to control cancer cell proliferation should be participating. This inflammatory response is higher in HL-60 after 3 h of treatment, involving IL18 signaling. This pathway shares components with IL1 to activate NF-kB signaling, adhesion molecules, chemokines, IFN-γ, IL4/IL13, and Fas ligand [36]. 

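The transcript of IL18 itself had -0.60 ± 0.30, adjusted p = 0.307 in HL-60 at 3 h, and did not pass. The interleukin-1 and interleukin-18 receptor list differed between the cell lines at 3 h (adjusted p = 0.00697), with 5 of 25 genes higher in HL-60 at the DEG thresholds and a median difference of 0.11. IL1RN differed by 1.99 ± 0.33, adjusted p = 0.003, and IL1RAP by 1.39 ± 0.17, adjusted p = 0.000122 (n = 3 arrays per group). In OCI-AML3 at 3 h the list was not called (adjusted p = 0.394), with 1 gene higher and 1 lower. At 30 min the list was called in OCI-AML3 (adjusted p = 0.00706, and 0.068 without replicate 2 of the untreated cells) and not in HL-60 (0.0612), with 1 of 25 genes a DEG in each, and the difference between the cell lines was not called (0.578).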

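CCL1, a chemokine for monocytes and lymphocytes, differed between HL-60 and OCI-AML3 at 3 h by 4.85 ± 0.31, adjusted p = 1.51e-08, and CCL5 by 2.14 ± 0.16, adjusted p = 1.23e-07 (n = 3 arrays per group). Of 37 chemokine genes, 7 differed at the DEG thresholds, all higher in HL-60, and the list had an adjusted p of 4.11e-05 at 3 h and 0.00332 at 30 min. Of the genes of interleukin-4 and interleukin-13 signaling, IL2RG differed by -0.94 ± 0.14, adjusted p = 0.00111. For the interleukin-4 and interleukin-13 list the difference between the cell lines was not called, with an adjusted p of 0.649 at 30 min and 0.399 at 3 h.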

The cell chemotaxis process is a process mainly enriched in the HL-60 cell line while IL4/IL13 signaling was principally enriched at 3 h in OCI-AML3. Heatmap Cluster II comprised genes participating in the positive regulation of leukocyte-mediated immunity, that only down-regulated expression in OCI-AML3 at a 3 h time point. Both cell lines interpret initial inflammatory signaling in different ways and timing.

A higher number of regulated genes in HL-60 compared to OCI-AML3, mainly after 3 h of treatment, indicates both models have their ways to achieve the antiproliferative state. 

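CD69, an early activation marker of leukocytes, rose in HL-60 by 4.77 ± 0.28 at 3 h and had -0.15 ± 0.28 in OCI-AML3, a difference of 4.92 ± 0.39, adjusted p = 3.61e-07 (n = 3 arrays per group). GNLY, which encodes granulysin, rose in OCI-AML3 by 2.20 ± 0.28 and had -0.051 ± 0.28 in HL-60, a difference of -2.25 ± 0.39, adjusted p = 0.00403. The cell lines differed in their response to the peptide at the DEG thresholds for 639 probe sets at 3 h and 299 at 30 min. At an adjusted p under 0.05 from limma, 162 were higher and 104 lower in HL-60 at 3 h, against 12 and 4 at 30 min.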

Based on DEGs, TRRUST and iRegulon plugin showed the early activation of transcription factors such as AP-1 components (JUN or JUND) and NF-kB family members together with EGR and others. The role of AP-1 and NF-kB family members is reinforced after 3 h of peptide treatment in HL-60, where JUNB, FOS, and REL are incorporated into the prediction by iRegulon. Networking analysis also showed a high degree of connections from several of these nodes. The vision of time dependence as well as their centrality to interact with other components of the functional net, including those genes participating in Apoptosis and Cell Cycle is better for HL-60 with 305 functional links. Although TFs are very well connected in the net for OCI-AML3, the ramification to the other genes is lower with 116 genes functionally linked.

Singh et al. (2011) showed AP-1 transcription factor family members’ c-Jun and JunB were transcriptionally activated in non-steroidal anti-inflammatory drugs treated AML cells, leading to the activation of GADD45A with Apoptosis induction [37]. CIGB-300 has been shown to have an impact on apoptosis in AML cells [21] and the process was found enriched in these cell lines after a proteomic experiment [24]. Extrinsic apoptotic plays an important role in the immune surveillance of transformed cells and it is activated by cytokine ligands binding (i.e., FasL, TNF, and TRAIL) to members of the TNFα receptor superfamily, also called death receptors (i.e., Fas, TNF, and TRAIL receptors), followed by the activation of an active caspase-8 and beyond effector caspases (caspase-3, -6 and -7) [38]. The pro-apoptotic effect of CIGB-300 in OCI-AML3 cells was supported in the proteomic experiment by the increase of BAK, FADD, caspase-7, and gasdermin-D levels [24]; while in HL-60, elements that counteract pro-apoptotic stimuli, probably to allow DNA damage repair under low levels of genotoxic stress, were over-expressed. In our experiment, FAS gene expression increased by 1.55 at 3 h of treatment and TRAIL (encoded by TNFSF10) progressively increased along the experiment in HL-60. 

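FAS, which encodes a death receptor, rose in HL-60 at 3 h by 0.63 ± 0.16, adjusted p = 0.0272, a fold change of 1.55, and had 0.081 ± 0.16 at 30 min (n = 3 arrays per group). TNFSF10, which encodes TRAIL, had 0.51 ± 0.13, adjusted p = 0.132 at 30 min, where it did not pass, and rose by 1.98 ± 0.13, adjusted p = 3.86e-09 at 3 h. Between the times the difference was 1.46 ± 0.18, adjusted p = 0.000104 for TNFSF10, and 0.55 ± 0.23, adjusted p = 0.338 for FAS. FAS lost the DEG call with the fit limited to the groups compared and without single arrays, such as replicate 1 or 2 of the treated cells.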

Preclinical models have shown recombinant TRAIL induces tumor regression with little toxicity to normal tissues [39]. 

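TNFRSF10A, which encodes a TRAIL receptor, had in OCI-AML3 at 3 h a log2 fold change of 0.34 ± 0.12, adjusted p = 0.24, a fold change of 1.27 that is under the DEG threshold (n = 3 arrays per group). TNFSF10 had -0.58 ± 0.13, adjusted p = 0.0284, and FAS 0.064 ± 0.16. Of 26 death receptor pathway genes, 26 did not pass the DEG thresholds in OCI-AML3 at 3 h; at an adjusted p under 0.05 from limma 1 was higher and 1 lower over all genes, and 1 and 1 when adjusted over the list alone. The list was not called (adjusted p = 0.677), and its difference from HL-60 had an adjusted p of 0.00332.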

In OCI-AML3, this apoptotic pathway showed no other changes than the increase in TRAIL receptor (encoded by TNFRSF10A) at 3 h with a low FC of 1.27. In accordance, Positive regulation of cell death and Death Receptor signaling were shown as enriched Biological Processes in the Metascape tool at 3 h in HL-60, including genes FAS, TNF, TNFRSF12A, TNFSF10, and also BCL2L11, encoding for the pro-apoptotic BIM in the intrinsic pathway [38].

NFAT members also participate in the transcription of several cytokines and signaling molecules with the activation or inhibition of the Cell cycle [40]. The CDK inhibitor P21 is also regulated by this transcription factor. 

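In HL-60 at 3 h, CDKN1A had a log2 fold change of 1.23 ± 0.25, adjusted p = 0.00519, and in OCI-AML3 at 3 h of 0.78 ± 0.25, adjusted p = 0.211 (n = 3 arrays per group). At 30 min it had 0.20 ± 0.25 in HL-60 and 0.42 ± 0.28 in OCI-AML3, and did not pass in either. The difference between the cell lines at 3 h was 0.45 ± 0.36, adjusted p = 0.705. In OCI-AML3 the DEG call was lost when any of 5 of the 6 arrays of the comparison was left out. Of 16 cell cycle inhibitor genes, 3 rose in HL-60 at 3 h, with BTG3 at 1.15 ± 0.16 (adjusted p for the list = 0.0226; 3 higher at an adjusted p under 0.05 over all genes and 3 when adjusted over the list alone). With ranks that list had an adjusted p of 0.174.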

Here, we found CDKN1A (encoding P21) up-regulated after 3 h of CIGB-300 treatment in both cell lines. In HL-60, a higher number of CDKN1A network interactions were found, and a higher mRNA expression after 2 h and 8 h of CIGB-300 treatment was also demonstrated by qPCR. In contrast, OCI-AML3 showed the highest P21 increases at 30 min, although with lower values than in HL-60. Balusu et al. demonstrated NPM1 knockdown induced P53 and P21 and decreased the percentage of cells in the S-phase of the cell cycle, thus this could be also the relation in this NPM1-mutated cell line [41]. The cell cycle-related gene encoding GADD45B, targeted by P53 and c-REL, also showed differential regulation in both cell lines after qPCR validation. The modulation of P21 and GADD45B by CIGB-300 in both cell lines is another example of how the antiproliferative response could be achieved depending on the cell background; proteomic experiment also showed the importance of this biological process in the peptide effect but with different biomarkers regulated by CIGB-300.

The induction of TNF response is evident in all groups of this experiment, with higher increases reached in HL-60. Four putative NFAT-binding sites, but also EGR1 and AP-1 binding sites, have been demonstrated in the TNF-α promoter, a gene that also increased. Systemic administration of TNFα in cancer therapy has been avoided because of its pro-inflammatory actions but TNF destroys tumor-associated blood vessels by apoptosis and improves vascular permeability to cytotoxic drugs. Thus a more controlled application displays advantages. Curnis et al. (2000) showed that low doses of TNF improved the penetration of doxorubicin in the treatment of melanoma and lymphoma [42]. Here, we showed increases in the gene encoding TNFα in both cell lines although increases were higher in the HL-60 cell line at gene and protein levels. Moreover, TNFα induction is transient as the protein expression is decreased 24 h after peptide treatment compared to 3 h. TNF receptor 1 (TNFR1) signaling is bifurcated into three different paths affecting cellular fate. In the absence of TRADD, ligand binding to TNFR1 recruits RIP1 producing reactive oxygen species (ROS), activating the JNK signaling cascade, and cells then die by apoptosis [43]. Incubation of AML cells with CIGB-300 peptide increased ROS production in HL-60 cells but not in OCI-AML3 cells. As a consequence, the HL-60 proteomic profile included ROS metabolic as an enriched process [24] and the connection between ROS de-regulation and CIGB-300-induced apoptosis was demonstrated. ROS can sustain JNK activity allowing TNFα to kill cells in which NF-kB is active [38]. On the other hand, autocrine binding of TNFα to TNFR2 up-regulates the anti-inflammatory cytokine IL10 in monocytes and clears TNF from the environment, serving as a balance for the pro- and anti-inflammatory actions of this cytokine [44]. As we mentioned before, IL10 expression was increased in OCI-AML3 at 30 min. This could be part of the explanation for the low TNFα detected in the supernatants of OCI-AML3 (10.3 pg/mL) compared to HL-60 (66.7 pg/mL) at 3 h of treatment. The measure of TNFR1&TNFR2 membrane expression, as well as TNF secretion in a time course experiment, could clarify possible mechanisms and contributions in both models.

TNF signaling is also linked to NF-kB signaling. Although the NF-kB signaling pathway has been mainly associated with a survival response in cancer to protect cells from apoptosis [45] different drugs targeting this cascade have been developed to control cancer cell proliferation [46]. Dual functions of NF-kB signaling appear to result from the ability of these transcription factors to either activate or repress transcription of genes depending on interaction with transcription co-activator or repressors and post-translational modifications [47, 48]. For instance, DNA-damaging chemotherapeutic agents can lead to NF-kB activation by initiating signals generated in the nucleus [49, 50]. However, modulation of the NF-kB pathway and temporal dynamic depends on the cell type and the nature and amount of the agent [51, 52]. At present, the molecular characterization of the effect of CIGB-300 on the NF-kB signaling pathway is not fully elucidated. As a preliminary study, we explored the gene expression of different components of canonical NF-kB signaling pathways by qPCR. In both AML-cell lines, we detected an over-expression of NFKBIA/IKBα, NFKB1/p50, NFKB2/p52, and TNFAIP3/A20 at 3 h post-treatment although higher in HL-60. Interestingly, only in HL-60, c-REL/REL shows that same increase at 3 h, as well as its target MAP3K8. In contrast, although we did not find a gene regulation for REL or REL A in OCI-AML3 an increase in their target GADD45B was accounted during the experiment setting. The activation of this cascade in both cell lines was then validated by qPCR with different magnitudes and paths.

CK2 protein kinase phosphorylates IkB (NF-kB inhibitor/NFKBIA gene) which promotes its degradation and release of NF-kB complexes to enter into the nucleus [53]. NF-kB p65/REL A subunit is also phosphorylated by CK2 in Ser529; both phosphorylation events implicate activation of this transcription factor [54]. CK2 inhibitors, CX-4945 and CIGB-300, have evidenced a clear inhibitory effect on the NF-kB signaling pathway [21, 55, 56]. Particularly, in two non-small-cell lung cancer models, the antiproliferative effect was accompanied by the inhibition of the CK2-dependent canonical NF-kB pathway, with reduced REL A/p65 nuclear levels and conditionally reduced NF-kB transcriptional activity [56]. In the AML context, we demonstrated an up-regulation of some of the NF-kB target genes as well as TNF-α as one of these pathway inducers, following treatment with CIGB-300. This fact could be related to the activation of apoptosis as molecules from the mitochondrial (intrinsic) and death receptor (extrinsic) apoptotic pathways (ex. p53, Fas and FasL, TNFα, TRAIL, receptors DR4, DR5, DR6, pro-apoptotic Bcl-2 family members) are NF-kB transcriptional targets [38]. Certainly, a closer inspection of whether NF-kB signaling activation in AML cells triggers the apoptotic machinery induced by CIGB-300 or cell rescue signals upon cell exposure to the drug remains to be established.

## Conclusions

We present the temporal gene profile in two cellular models for AML, HL-60 and OCI-AML3, treated with the peptide CIGB-300. An interesting finding at this early step of regulation is the increase of TF, cytokines, and chemokines related to stress stimulus and inflammation since 30 min of treatment which increases at 3 h; TNF and NF-kB signalings are also stimulated at a higher proportion in HL-60. In this cell line, IL18 signaling is enriched in contrast to IL10 and IL4/IL13 signaling in OCI-AML3. Hematopoiesis and differentiation are also stimulated. Even when previous experiments have shown the role of the peptide over apoptosis and cell cycle, this microarray profile gives new clues about the role of TNF and NF-kB signaling to accomplish those effects. The networking from several TF shows the diversification of process actors and the particular ways both cell lines achieve similar biological effects. Temporal gene expression shows that together with the antiproliferative mechanism, CIGB-300 can stimulate immune responses by increasing immunomodulatory cytokines which, when locally secreted, may activate the immune system for tumor attack and blast cell control. This dual mechanism observed for CIGB-300 action can be very relevant in AML therapeutic.

## Methods

### Cell culture

Human AML cell lines HL-60 and OCI-AML3 were originally obtained from the American Type Culture Collection (ATCC, VA, USA) and the German Collection of Microorganisms and Cell Cultures (DSMZ, Braunschweig, Germany), respectively. Both cell lines were cultured in RPMI 1640 medium (Invitrogen, CA, USA) supplemented with 10% (v/v) fetal bovine serum (FBS, Invitrogen, CA, USA) and 50 μg/mL gentamicin (Sigma, MO, USA) under standard cell culture conditions at 37 °C and 5% CO_2_.

### Experiment setting up

An experiment with three replicates per condition of both cell lines was designed. The eight groups included untreated cells at 30 min and 3 h and treatment with 40 μM of CIGB-300 peptide for 30 min and 3 h. After incubations cells were pickup in buffer RLT with 1% of β-mercaptoethanol and total RNA purification proceeded following the instructions of RNeasy Plus mini kit (Qiagen, USA). Quality control of total RNA was carried out by spectrophotometric readings of optic density (OD) at 260 and 280 nm in Nanodrop 1000 (ThermoFisher, USA) to determine the concentration (> 80 ng/μL) and OD260/280 ratio (1.8–2.2). Additionally, RIN (7–10) was calculated by capillary electrophoresis in a Bioanalyzer (Agilent, Waldbronn, Germany).

### Gene expression profile by microarray

2.5 μg (100 ng/μL) of each total RNA sample was sent to McGill University and Génome Québec Innovation Centre (Montréal, Québec, Canada) for the experiment in the Affymetrix Clariom S microarray gene expression platform.

### Quantitative PCR amplification

We obtained cDNA in 20 μL, from 870 ng of total RNA of three samples per group, following the instructions of the manufacturer of Transcriptor First Strand cDNA Synthesis Kit (Roche, Germany). Quantitative (q)PCR reactions were set up in 20 μL with 300 nM of oligonucleotides (Table S1) and LightCycler® 480 SYBR Green I Master 2x (Roche, Germany) using three technical replicates per sample. The runs were carried out in LightCycler®480II (Roche, Germany) equipment using the standard program SYBR Green Probe II and controls [57]. Ct and efficiency values were obtained and used in REST 2009 [58] to report a Change Factor in gene levels after the treatment for 30 min and 3 h with CIGB-300, to untreated cells after the normalization with GAPDH, DDX5, and ABL1 as reference genes [57]. The program reports a p-value after a Pair Wise Fixed Reallocation Randomization Test [59], reporting increasing and decreasing gene levels as UP and DOWN, respectively.

### Basic microarray data analysis provided by the genome Québec Innovation Centre

Basic bioinformatics analysis of microarray experiment was performed as a custom service at McGill University and Génome Québec Innovation Centre (Montréal, Canada). This service included quality control, preprocessing, and exploratory and differential expression analysis. As a result of the quality control, the array corresponding to replicate 1 of the OCI-AML3 control cell at 30 min (O-30minC-1) was removed from the analysis. Preprocessing included the Robust Multi-array Average (RMA) method [60] that performs background adjustment using the RMA convolution model, followed by quantile normalization and log2 transformation. Probes belonging to the same gene are then averaged using a robust model that estimates probe-specific effects using all arrays. Technical replicate arrays were averaged within the groups defined by variable(s) SampleID. The exploratory analysis applied clustering and dimensionality reduction techniques to the expression profiles in a hypothesis-free manner such as hierarchical clustering based on the correlation distance, 2D Multidimensional scaling plot (MDS), and ANOVA R^2^ of covariates on the first Principal Components.

For differential expression analysis, the Bioconductor Limma package was used [61]. Statistical tests contrasting different treatments were performed (Moderated t-tests) [62]. The Benjamini–Hochberg was used for FDR estimation [63].

### Additional bioinformatics analysis

Genes with a fold change (FC) >  = than |1.5| and p values lesser than 0.01 (*p* < 0.01), in each cell line at each time compared with the untreated control, were considered Differentially Expressed Genes (DEGs) and used for later bioinformatics analysis. Table S2 shows DEGs in HL-60 and OCI-AML3 at 30 min and 3 h, in independent sheets. Venn diagram was constructed to show common and different genes (VIB /UGent Bioinformatics & Evolutionary Genomics Gent, Belgic; http://bioinformatics.psb.ugent.be/webtools/Venn/).

Clustergrammer online tool was used to generate unsupervised heatmaps from the most differentially expressed 1100 genes [64]. Enrichr online analysis associated with Clustergrammer was used for enrichment exploration of the top 100 genes and other lists [65]. Additional functional enrichment analyses were carried out with the bioinformatic tool Metascape [66, 67]. Metascape gene annotation and analysis resource (https://metascape.org/), is a web-based tool that computes the accumulative hypergeometric distribution and enrichment factors to identify significantly enriched biological processes through statistical analysis (p-value < 0.01, enrichment factor > 1.5)).

BisoGenet (version 3.0.0) Cytoscape plugin available from Cytoscape Application Manager, was used to generate PPI networks [68]. Cytoscape software (v.3.3.0) was used as a network framework [69]. Analysis on networks to predict transcription factors (TF) from DEGs was carried out with the iRegulon plugin (version 1.3) [70]. Highly interconnected genes on the network were explored with the MCODE plugin (version 1.4.1) [71].

### P50-DNA binding activity detection by ELISA

To measure p50-DNA binding activity HL-60 and OCI-AML3 cells were incubated with CIGB-300 at a dose of 40 μM for 30 min, 2 h, and 5 h at 37 °C in 5% CO_2_. After treatment, cells were collected and nuclear extraction was performed using a Panomics kit (#EK110). The DNA-binding activity of the p50 NF-kB subunit was monitored using a commercially available ELISA-based assay (Panomics, #EK1111). Briefly, nuclear samples (10 μg) were incubated in an ELISA plate that was coated with oligonucleotides containing a p50 consensus regulatory element sequence. The positive control nuclear extract was prepared from HEK293 cells that were treated with 20 ng/mL of TNF-α for 30 min. The wells were washed and exposed to a primary antibody specific for the p50 subunit of NF-kB. The binding of the primary antibody to protein was detected through a chromogenic reaction involving the enzymatic breakdown of 3, 3’, 5, 5’ tetramethylbenzidine via a horseradish peroxidase (HRP)-conjugate secondary antibody. Finally, absorbance at 450 nm was read using a CLARIOstar® high-performance monochromator multimode microplate reader (BMG LABTECH, Ortenberg, Germany).

### TNF-α secretion detection by ELISA

To evaluate TNF-α secretion we employed a commercial human TNF-α ELISA kit (R&D Systems). HL-60 and OCI-AML3 cells were seeded at a concentration of 500,000 cells /mL in 12-well cell culture plates and treated with CIGB-300 (40 μM) for 3 h and 24 h at 37 °C in 5% CO_2_. Phorbol myristate acetate (PMA) at a dose of 2.5 ng/mL was used as a positive control of TNF-α induction for 24 h of treatment. After incubation, supernatants were collected and subjected to ELISA analysis.

## Supplementary Information

**Additional file 1:** **Figure S1.** Diagnostic plots in control cells or CIGB-300 treated OCI-AML3 (O) and HL-60 (H) samples for 3h and 30min. (A) One dimensional hierarchical clustering of all samples (replicates 1, 2, 3), (B) ANOVA R-squared (^2) of covariates (Cell, Time and Treatment) in % (C), Multidimensional Scaling (MDS) of filtered data. Samples from HL60 (H) and OCI-AML3 (O) Untreated or treated with the peptide CIGB-300 for 30min and 3h are indicated. **Figure S2.** Top 100 differentially up-regulated genes by CIGB-300. (A) Unsupervised Heatmap from the Top 100 most differentially up-expressed genes in HL-60 and OCI-AML3. (B) Pathways analysis in Top 100 up-regulated genes using Enrichr. **Figure S3.** Top 100 enriched ontology clusters across AML cell lines treated with CIGB-300 for 30min and 3h using Metascape. The most 100 enriched biological processes (-log10(P)) in HL-60 (H) or OCI-AML3 (OCI) after CIGB-300 treatment for 30min and 3h are shown. **Figure S4.** MCODE in network using Metascape. MCODE was used to identify neighborhoods where proteins are densely connected in network. Network nodes are displayed as pies, where colors in sectors represent the treatment groups according to the legend at the draw corner for HL-60 (H) and OCI-AML3 (OCI) treated with CIGB-300 for 30min and 3h. **Figure S5.** Predicted Transcription factors from DEGs. TF predicted from regulatory motifs in DEGs in HL-60 and OCI-AML3 after 30min and 3h of CIGB-300 treatment are shown in both panels of the Figure. The Cytoscape on-net analysis plugin iRegulon was used and a NES>3.0 was selected. **Figure S6.** qPCR validation of genes related to differentiation modulated by CIGB-300. HL-60 and OCI-AML3 cells were treated with 40 μM of CIGB-300 for 30min and 3h. Histogram bars indicate relative mRNA levels ± standard error with respect to a time-matched untreated control, for two independent experiments analyzed in triplicate. All genes were normalized with ABL1, DDX5, and GAPDH genes. Asterisks represent statistically significant changes (*p*< 0.05) by REST 2009. **Figure S7.** qPCR validation of the cell cycle related gene CDKN1A/P21 gene modulated by CIGB-300. HL-60 and OCI-AML3 cells were treated with 40 μM of CIGB-300 for 30min, 2h and 8h. Histogram bars indicate relative mRNA levels ± standard error with respect to a time-matched untreated control, for two independent experiments analyzed in triplicate. All genes were normalized with ABL1, DDX5, and GAPDH genes. Asterisks represent statistically significant changes (*p*< 0.05) by REST 2009. **Table S1.** Oligonucleotides used for qPCR amplifications. Information of Gene name, oligonucleotide identifiers (ID), Sequence 5´ to 3´ (Sequence 5’…3’), number of bases (# Bases) and Function (Reference or Biomarker) is provided. All were synthesized in Oligonucleotide Synthesis Group (CIGB, Havana).

**Additional file 2:** **Table S2.** DEGs for the treatment groups comparisons (*p*< 0.01;|FC|>=1.5). In independent sheets we have HL-60 vs Untreated control 30min & 3h, and OCI-AML3 vs Untreated control 30min & 3h. Column order: # number of gene, Gene SYMBOL, Fold Change, *P* value, adjusted (adj) *P* value, ENTREZ ID, Gene Name.

## Data Availability

Microarray raw and processed data were submitted to GEO (Accession number: GSE228172). To access the data go to page https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE228172, data will be available as soon as the article is published online. Additional information would be available from the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

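RNA of HL-60 and OCI-AML3 cells, untreated or treated with 40 μM CIGB-300 for 30 min or 3 h, was measured on Clariom S HT arrays; 23 arrays in 8 groups were used, 3 per group and 2 for untreated OCI-AML3 cells at 30 min. The authors adjusted the background with the RMA convolution model, normalized quantiles across arrays and summarised probe sets with a robust model, and the deposited values are on the log2 scale; the versions of their RMA and limma are not stated. The values were used as deposited. Of 27189 features, 5741 control features were left out, and 20893 probe sets placed on a gene locus and 555 unplaced ones were tested. A probe set was named where the annotation gives it 1 gene symbol (17709 probe sets, 17687 genes), and 3739 have none.

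limma 3.58.1 in R 4.3.3 fitted 1 mean per group to all 23 arrays, with default eBayes settings, and gave the 4 contrasts of treated against time-matched untreated cells, the differences of these between cell lines and between times, and untreated cells at 3 h against 30 min. DEGs have an unadjusted p under 0.01 and a fold change of at least 1.5, and p was adjusted by the method of Benjamini and Hochberg over the probe sets of each contrast. For the 35 gene lists, camera was run on the same fit with a preset correlation of 0.01, with fry and a hypergeometric count of DEGs beside it. camera on the differences and on untreated cells was added after the lists of the 4 comparisons had been seen, and was adjusted over the 35 lists and 6 contrasts. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the figures. The fit has no block. After group means were removed, 14 of 23 arrays correlated best with arrays of their own replicate number, with a highest r of 0.081. A weak effect shared by arrays of the same number is therefore not excluded.

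The thresholds, the tests, the lists, the alternatives and the rule for named genes were set before the data were examined, after the paper and its Table S2 had been read, so values in those tables count as seen. Named are the genes the paper names and up to 5 genes each way with the largest rise or fall in each comparison. These have a symbol, an adjusted p under 0.05 from limma and all treated arrays beyond all untreated ones. Also named are up to 5 each way for each difference between cell lines or times, and up to 4 DEGs of each list in each comparison. Other genes are marked where they appear. Alternatives changed the arrays in the fit, a replicate block, the variance model, array weights, the normalization, a filter on dim probe sets, the thresholds, the list test and its members, and left out each array in turn; with trend and robust settings camera used the trended variance alone. Where leaving out an array left 1 in its group, that array was assumed to vary like the other groups.

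The median of an array was 5.38 to 5.44 in HL-60 and 5.52 to 5.60 in OCI-AML3, and the median SD of a probe set within a group was 0.12 to 0.18. The calculation was tested on simulated data with 200 changed genes: of genes changed 1.5-fold, 2-fold and 3-fold, 37.3%, 88.1% and 98.5% were found with the arrays of HL-60 at 30 min, and 47.8%, 91.0% and 100% with those of OCI-AML3 at 3 h. The share for 1.5-fold changes is limited by the fold threshold of 1.5 itself. Of 21248 unchanged probe sets, 78, 113, 129 and 77 were called in the 4 comparisons, and 5, 5, 10 and 3 with an adjusted p under 0.05; the number of arrays limits this precision. The pathway and regulator databases used by the paper, qPCR and ELISA were not analysed here, and 2 of the 35 lists are not reported here. The titles of the 3 untreated OCI-AML3 samples of the later time read 30 h and their time label 3 h; they were taken as 3 h, which the comparisons of OCI-AML3 at 3 h and of untreated OCI-AML3 cells rest on. Detection above background was not tested.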

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

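Of the tests below, list tests on differences between cell lines or times and on untreated cells, the test of bright NF-kB members, and the test of time with the peptide were chosen after the result was seen. The response to CIGB-300 differed between the cell lines for 299 probe sets at 30 min and 639 at 3 h, and between the times for 695 in HL-60 and 467 in OCI-AML3, by the limma test of the difference itself at the DEG thresholds, and 16, 266, 320 and 15 had an adjusted p under 0.05; the values that follow are log2 differences of some of these genes, named by the paper or among the largest, each with an adjusted p under 0.05. Between the cell lines (HL-60 minus OCI-AML3) they were at 30 min: ADAMTS1 -1.53, CCL2 2.08, CCL3L3 2.13, CD69 2.71, GPR18 2.88, IL1B -0.97, NFKBIA 1.14, NR4A3 3.95 and OSM -2.08. At 3 h they were BCL2L11 0.54, CCL1 4.85, CCL2 4.34, CCL20 3.73, CCL3 3.31, CCL3L3 4.74, CCL5 2.14, CD69 4.92, CHAC1 -1.91, CSF1R -1.37, CXCL8 1.11, EGR1 1.32, EGR3 1.90, GBP2 2.82, GNLY -2.25, IER3 1.36, IL1RN 1.99, IL7R -1.88, JUN -0.97, NFKB2 1.66, NFKBIA 2.20, NRG1 -1.79, PMAIP1 1.26, RELB 1.30, RUNX1 -0.54, SLAMF6 -2.22, SQSTM1 0.68, TNFAIP3 0.93, TNFAIP6 4.88 and TNFSF10 2.56. Between the times (3 h minus 30 min) they were in HL-60: ARHGAP12 -1.99, BCL2L11 0.59, C3AR1 1.66, CCL1 4.12, CCL2 2.28, CCL20 3.59, CCL5 1.53, CSF1R -1.38, DIXDC1 3.08, IER3 2.18, IL1B 0.78, JUND 1.11, NFKB1 1.00, NFKB2 2.47, NFKBIA 1.74, PDGFA 3.11, PPP1R3B -1.88, RELB 2.30, RUNX1 -0.78, SLAMF6 -2.14, SQSTM1 1.02, TNFAIP3 1.53, TNFAIP6 4.78, TNFRSF12A 0.88, TNFSF10 1.46, ZC3H6 -1.94 and ZFP14 -2.02. In OCI-AML3 they were C8orf74 1.85, CD83 1.27, INSIG1 1.23, OR6T1 1.14, PWWP3A -1.08 and TNFAIP3 1.45.

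Of 4, 11, 9 and 3 lists whose difference was called between the cell lines at 30 min and 3 h and between the times in HL-60 and OCI-AML3, 2, 9, 7 and 3 held with an estimated correlation. Those that held have these median log2 differences of their members: between the cell lines at 30 min chemokines 0.085 and cholesterol genes -0.15, and at 3 h immediate early genes 0.27, NF-kB target and feedback genes 0.44, chemokines 0.16, interleukin-1 and interleukin-18 receptor signaling 0.11, the death receptor pathway 0.11, stem and progenitor factors -0.19, cholesterol genes -0.34, heat shock proteins 0.21 and oxidative stress genes 0.23. Between the times they are in HL-60 NF-kB target and feedback genes 0.70, chemokines 0.22, the death receptor pathway 0.082, stem and progenitor factors -0.32, integrated stress response genes 0.28, cholesterol genes 0.13 and oxidative stress genes 0.24, and in OCI-AML3 NF-kB target and feedback genes 0.20, interleukin-1 and interleukin-18 receptor signaling -0.19 and cholesterol genes 0.36. On leaving out each array in turn, the time difference was lost for interleukin-1 and interleukin-18 receptor signaling in OCI-AML3 in 2 of 11 fits (adjusted p up to 0.116) and for cholesterol genes in HL-60 in 1 of 12 (up to 0.0591). Immediate early genes differed between the cell lines with an adjusted p of 3.99e-06 (0.0417 with an estimated correlation) at 3 h, oxidative stress genes with 2.05e-05 (0.00246 with an estimated correlation), and cholesterol genes with 8.31e-06 (0.00216 with an estimated correlation).

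With 100 joint splits of the arrays drawn, as many or more were found in 13 splits for the difference between the cell lines at 3 h (639, highest other 1368), in 9 for the 5 opposite changes at 3 h (highest other 77) and in 7 for the time difference in HL-60 (695, highest other 944). The other splits as large kept whole groups together in at least 1 of the 2 comparisons, so they carry the effect of treatment itself, which points to the structure of the groups, and these shares do not decide whether chance is excluded. The 78, 78 and 82 splits that mixed arrays in both gave at most 313, 4 and 289. For the 21 genes changed in all 4 comparisons, 1 of 100 splits gave as many, the real one (highest other 0). Regrouping all 4 comparisons at once rarely keeps every group whole, so a low count in the other splits is built in. The splits therefore do not test chance overlap of the lists. For DEGs in HL-60 at 30 min (188, highest other 150), HL-60 at 3 h (830, 226), OCI-AML3 at 3 h (343, 145) and untreated HL-60 cells (321, 172), and for the lists called in the first 3 of these (10, 5; 22, 8; 13, 7), the 10 splits are too few for a share under 0.05, with 1 as large in each.

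A signal in data the paper did not analyse is the difference of untreated cells at 3 h from 30 min, with 321 probe sets in HL-60 and 431 in OCI-AML3 at the DEG thresholds. Of 5 lists called in HL-60 and 7 in OCI-AML3, 5 and 3 held with an estimated correlation, with median log2 differences in HL-60 of immediate early genes -0.31, interleukin-4 and interleukin-13 signaling -0.076, neutrophil granule genes -0.19, cholesterol genes -0.18 and KRAB zinc-finger genes 0.20, and in OCI-AML3 of immediate early genes -0.50, cell cycle progression genes 0.10 and heat shock proteins 0.14. On leaving out each array in turn, the calls in untreated cells were lost in 1 fit each for interleukin-4 and interleukin-13 signaling in HL-60 (adjusted p up to 0.065) and for cell cycle progression genes (0.116) and heat shock proteins (0.0611) in OCI-AML3. Other lists, of processes outside those the paper draws from its arrays, although it cites ROS production in HL-60, were called and held with an estimated correlation, with median log2 fold changes in HL-60 at 30 min of oxidative phosphorylation genes -0.093; in HL-60 at 3 h of DNA replication genes -0.12, integrated stress response genes 0.30, cholesterol genes 0.022, heat shock proteins 0.20, oxidative stress genes 0.19 and ribosome biogenesis genes 0.10; in OCI-AML3 at 30 min of cholesterol genes 0.11; and in OCI-AML3 at 3 h of DNA replication genes -0.090, integrated stress response genes 0.13 and cholesterol genes 0.44.

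Cholesterol genes were higher in treated OCI-AML3 cells at 3 h (adjusted p = 1.28e-17; 6 of 20 rose). The median stayed at 0.41 or above (0.4149) when arrays were centred on their medians or normalized by cyclic loess. Both steps came on top of the authors' quantile normalization, so they cannot test whether that normalization made the pattern. Against a single array as the cause, the highest adjusted p from camera without each array in turn was 1.51e-14. Time with the peptide in this cell line stays open, as the test of it restates the pattern (larger at 3 h than at 30 min, adjusted p = 2.11e-06) and the list also differed between the times in HL-60 (adjusted p = 0.0152).

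For untreated cells at 3 h against 30 min, at least 0.942 of the count was left when arrays were centred or normalized by cyclic loess. Both steps came on top of the quantile normalization, which they cannot test. A response to handling that fades after 30 min may take part, as immediate early genes were lower at 3 h in both cell lines (larger adjusted p 4.17e-12). A batch of harvest or hybridisation cannot be told apart, since time and batch may coincide: 52 genes changed the same way in both cell lines (35 up and 17 down, 3.39 expected, 1 opposite).

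The list of NF-kB target and feedback genes differed between HL-60 and OCI-AML3 at 3 h (adjusted p = 3.4e-18), with 15 of 42 members larger and 1 smaller in HL-60 at the DEG thresholds. Low signal in OCI-AML3 is argued against by the 26 of 42 members above the array median. They had a median difference of 0.45 and an adjusted p from camera of 1.63e-17 (7.43e-05 with an estimated correlation). The list had a median difference of at least 0.4735 when arrays were centred on their medians or normalized by cyclic loess. Both steps came on top of the quantile normalization, which they cannot test. A difference between the cell lines themselves may explain the list difference and stays a hypothesis, since it was found and tested on the same data. The list difference is one of fold changes, and untreated levels differed too. For NFKB2 at 3 h, untreated log2 values were 5.27 to 5.90 in HL-60 and 6.97 to 7.03 in OCI-AML3. For TNFAIP3 they were 9.51 to 9.76 and 8.83 to 9.27, the other way.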

How the results depend on the processing

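The principal components with control features included were chosen after the result was seen. No call of a list or a named gene reversed under any alternative run. Counts changed their majority direction in several settings, for example with rises among DEGs in HL-60 at 3 h at 53.9% and at 47.0% without a fold limit, and in the time difference in OCI-AML3 at 53.5%, and at 46.8% with arrays centred on their medians, 46.2% with cyclic loess and 45.1% above the median; in untreated HL-60 cells they were 65.1%, and 25.0% of 8 with treat. The cause of the changes below was not tested, apart from filters, which test fewer probe sets, and stricter thresholds. Counts of probe sets more than 1.5 times away from the reported ones were, by alternative, only the groups compared in the fit: opposite at 3 h 3; only the arrays of the cell line: opposite at 3 h 3; cyclic loess: opposite at 3 h 3; probe sets above the median: HL-60 at 30 min 90, OCI-AML3 at 30 min 86, OCI-AML3 at 3 h 171, line difference at 30 min 138, line difference at 3 h 412, time difference in OCI-AML3 277, untreated HL-60 184, untreated OCI-AML3 249, opposite at 3 h 3; adjusted p and fold: HL-60 at 30 min 59, OCI-AML3 at 30 min 39, OCI-AML3 at 3 h 142, line difference at 30 min 16, line difference at 3 h 247, time difference in HL-60 294, time difference in OCI-AML3 15, untreated HL-60 111, untreated OCI-AML3 121, opposite at 3 h 2; adjusted p without a fold limit: HL-60 at 30 min 74, OCI-AML3 at 30 min 39, OCI-AML3 at 3 h 209, line difference at 30 min 16, line difference at 3 h 266, time difference in HL-60 320, time difference in OCI-AML3 15, untreated HL-60 196, untreated OCI-AML3 167; fold change of at least 2: HL-60 at 30 min 44, HL-60 at 3 h 235, OCI-AML3 at 30 min 45, OCI-AML3 at 3 h 70, line difference at 30 min 112, line difference at 3 h 247, time difference in HL-60 220, time difference in OCI-AML3 158, untreated HL-60 32, untreated OCI-AML3 64, all 4 comparisons 11, opposite at 3 h 0; treat with a fold limit of 1.2: HL-60 at 30 min 41, HL-60 at 3 h 319, OCI-AML3 at 30 min 20, OCI-AML3 at 3 h 45, line difference at 30 min 8, line difference at 3 h 103, time difference in HL-60 93, time difference in OCI-AML3 7, untreated HL-60 8, untreated OCI-AML3 9, all 4 comparisons 6, opposite at 3 h 1; with opposite changes from 3 to 8 on leaving out each array.

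The numbers of lists called outside that range were camera on ranks: HL-60 at 30 min 6, HL-60 at 3 h 11, OCI-AML3 at 3 h 7; fry, mixed: HL-60 at 30 min 19, OCI-AML3 at 30 min 21, OCI-AML3 at 3 h 28; lists without the genes changed in all 4: OCI-AML3 at 3 h 8; 4 to 9 lists were called in OCI-AML3 at 30 min on leaving out each array. Over all 35 lists and 4 comparisons, 11 calls were lost with an estimated correlation, 24 with ranks and 5 with a replicate block, while fry, mixed, called 46 more and 1 fewer; fry tests a list against no change and camera against all other genes, so fry values answer another question. Of 9 lists (immediate early, NF-kB, chemokine, interleukin-4 and interleukin-13, interleukin-1 and interleukin-18, death receptor, cell cycle inhibitor, and macrophage and monocyte genes, and G protein-coupled receptor genes in HL-60 at 3 h), those that crossed an adjusted p of 0.05 had these values: estimated correlation: macrophage and monocyte genes HL-60 3 h 0.0877, cell cycle inhibitors OCI-AML3 3 h 0.0673; camera on ranks: chemokines HL-60 30 min 0.0522, interleukin-4 and interleukin-13 signaling HL-60 30 min 0.333, interleukin-4 and interleukin-13 signaling HL-60 3 h 0.0702, interleukin-1 and interleukin-18 receptor signaling HL-60 3 h 0.151, the death receptor pathway HL-60 3 h 0.0702, cell cycle inhibitors HL-60 3 h 0.174, macrophage and monocyte genes HL-60 3 h 0.142, interleukin-4 and interleukin-13 signaling OCI-AML3 30 min 0.613, chemokines OCI-AML3 3 h 0.0514, interleukin-4 and interleukin-13 signaling OCI-AML3 3 h 0.0738, cell cycle inhibitors OCI-AML3 3 h 0.298; fry, directional: interleukin-1 and interleukin-18 receptor signaling HL-60 30 min 0.00851, G protein-coupled receptor genes HL-60 3 h 0.0134, chemokines OCI-AML3 30 min 0.0272, cell cycle inhibitors OCI-AML3 30 min 0.0263, macrophage and monocyte genes OCI-AML3 3 h 0.0076; fry, mixed: interleukin-1 and interleukin-18 receptor signaling HL-60 30 min 3.14e-11, the death receptor pathway HL-60 30 min 0.000814, G protein-coupled receptor genes HL-60 3 h 1.65e-20, chemokines OCI-AML3 30 min 8.9e-17, cell cycle inhibitors OCI-AML3 30 min 8.93e-08, interleukin-1 and interleukin-18 receptor signaling OCI-AML3 3 h 8.82e-19, the death receptor pathway OCI-AML3 3 h 2.15e-07, macrophage and monocyte genes OCI-AML3 3 h 4.05e-19; lists without the genes changed in all 4: interleukin-4 and interleukin-13 signaling HL-60 30 min 0.203, interleukin-4 and interleukin-13 signaling OCI-AML3 30 min 0.259, chemokines OCI-AML3 3 h 0.0859, cell cycle inhibitors OCI-AML3 3 h 0.0525; only the groups compared in the fit: interleukin-4 and interleukin-13 signaling OCI-AML3 30 min 0.105; only the arrays of the cell line: interleukin-4 and interleukin-13 signaling OCI-AML3 30 min 0.0728; replicate block: interleukin-4 and interleukin-13 signaling OCI-AML3 30 min 0.0537, cell cycle inhibitors OCI-AML3 3 h 0.0648; eBayes with trend and robust: interleukin-1 and interleukin-18 receptor signaling HL-60 30 min 0.0298, chemokines OCI-AML3 30 min 0.0157, macrophage and monocyte genes OCI-AML3 3 h 0.0423; arrays centred on their medians: macrophage and monocyte genes OCI-AML3 3 h 0.0477; probe sets above the 25th percentile: interleukin-1 and interleukin-18 receptor signaling HL-60 30 min 0.0375, chemokines OCI-AML3 30 min 0.0164, cell cycle inhibitors OCI-AML3 3 h 0.0519; probe sets above the median: interleukin-1 and interleukin-18 receptor signaling HL-60 30 min 0.0197, macrophage and monocyte genes HL-60 30 min 0.0569, interleukin-1 and interleukin-18 receptor signaling HL-60 3 h 0.116, macrophage and monocyte genes HL-60 3 h 0.589, chemokines OCI-AML3 30 min 3.1e-09, cell cycle inhibitors OCI-AML3 3 h 0.235.

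On leaving out each array in turn, 1101 of 1187 list values kept their side, 68 calls were lost and 18 gained, lists on differences and untreated cells included. Adjusted p ranged as follows for those of the 9 lists whose call changed: in HL-60 at 30 min interleukin-4 and interleukin-13 signaling 0.00423 to 0.057 (lost without replicate 2 of the treated cells), interleukin-1 and interleukin-18 receptor signaling 0.013 to 0.26, macrophage and monocyte genes 0.00169 to 0.0514 (lost without treated replicate 3). In HL-60 at 3 h macrophage and monocyte genes ranged from 0.0138 to 0.0957 (lost without treated replicate 2 or untreated replicate 2 or 3). In OCI-AML3 at 30 min chemokines ranged from 0.0469 to 0.154 (called without treated replicate 3), interleukin-4 and interleukin-13 signaling from 0.0249 to 0.214 (lost without treated replicate 1 or 2 or untreated replicate 2) and interleukin-1 and interleukin-18 receptor signaling from 0.00819 to 0.068 (lost without untreated replicate 2). In OCI-AML3 at 3 h cell cycle inhibitors ranged from 0.0424 to 0.128 (lost without any of 5 of the 6 arrays, each in turn) and macrophage and monocyte genes from 0.0395 to 0.169 (called without treated replicate 1 or untreated replicate 3).

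R squared on the components moved as follows: 1000 most variable probe sets: treatment on PC2 0.735, treatment on PC3 0.0364, treatment on PC4 0.116, time on PC2 0.00113, time on PC3 0.752, time on PC4 0.0549; probe sets scaled to unit variance: treatment on PC2 0.129, treatment on PC4 0.00568, time on PC2 0.691, time on PC3 0.137, time on PC4 0.0569; control features included: treatment on PC2 0.55, treatment on PC3 0.12, time on PC2 0.124, time on PC3 0.763. On leaving out each replicate number, treatment ranged from 0.307 to 0.435 on PC2, 0.203 to 0.334 on PC3 and 0.0309 to 0.138 on PC4, and time from 0.224 to 0.467, 0.473 to 0.725 and 0.000934 to 0.0333.

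Of 499 values of named genes, 468 kept their side of the thresholds with only the groups compared in the fit, 489 with a replicate block, 495 with array weights and 493 with cyclic loess; of 3085 with 1 array left out, 2870 did, 198 were lost and 17 gained. The replicate block gave an adjusted p from camera of 0.0537 and 0.0648 for the 2 calls named above that it ended. Signal over background limits dim probe sets, and a fit on the arrays of a cell line alone is not possible for differences between cell lines, so no value is given there.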

Differences from the paper's values

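Of the paper's values, the counts of DEGs were within 1.5 times of those found here at the paper's thresholds, and 128 of 131 log2 fold changes of named genes in Table S2 did not differ. The 3 that differ are given next. Over all genes of Table S2 matched by symbol, in HL-60 at 30 min and 3 h and OCI-AML3 at 30 min and 3 h, 150, 667, 181 and 271 lay within 0.1, with the same direction in 156 of 159, 687 of 701, 186 of 195 and all but 9 of those in OCI-AML3 at 3 h, and with differences of up to 1.48. For SRF in HL-60 at 30 min the paper's Table S2 gives 0.6181, against 0.0573 here. For VIM in OCI-AML3 the paper's Table S2 gives -0.9335 at 30 min and 0.6625 at 3 h, against -0.0391 and -0.0251 here. All alternatives for the fit, the normalization and the filter that were set before the data were examined leave these 3 differences in place, and none of them changes which probe set carries a symbol. Table S2 gives symbols and no probe sets, so it is not known whether both values come from the same probe set.

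The paper assigns the first 2 principal components to the cell line, the next to treatment and the next to time; here cell line has an R squared of 1.00 on the first and 8.72e-06 on the second, treatment 0.362 on the second and 0.264 on the third, and time 0.587 on the third and 0.00207 on the fourth. On the fourth, the 8 groups of cell line, time and treatment together have 0.897. With the 1000 most variable probe sets treatment has 0.735 on the second and time 0.752 on the third.

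The paper places interleukin-4 and interleukin-13 signaling in OCI-AML3; here the list was called in HL-60 as well, though not with ranks (adjusted p = 0.333 at 30 min and 0.0702 at 3 h), nor at 30 min without the genes changed in all 4 comparisons (0.203), and a difference between the cell lines was not called (adjusted p = 0.649 at 30 min and 0.399 at 3 h). The paper describes clusters of genes that go opposite ways in the cell lines at 3 h. Here 5 probe sets were DEGs in opposite directions, against 2.33 and 4.13 expected by chance for the 2 directions, while 110 of 447 and 109 of 383 DEGs of HL-60 had the opposite sign in OCI-AML3. The paper's clusters come from a heatmap of the most changed genes, and no DEG call in both cell lines is stated for them. The criteria are therefore unlike, and these counts do not test the clusters. The paper states that VIM is regulated at both times in OCI-AML3, and here the 1 probe set with this symbol did not pass at either. The close match of most other values argues that the paper's values for VIM rest on another probe set.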

Other observations

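The list tests on differences between cell lines were chosen after the result was seen. In OCI-AML3 at 3 h, INSIG1, a sterol-regulated retention protein of the endoplasmic reticulum, rose by 1.41 ± 0.10, adjusted p = 2.18e-07, MSMO1, a sterol oxidase, by 0.90 ± 0.088, IDI1, an isomerase of isoprenoid synthesis, by 0.88 ± 0.11 and HMGCS1, a synthase of the same pathway, by 0.87 ± 0.10 (log2 fold change ± SE, n = 3 arrays per group). In HL-60 at 3 h only HMGCS1 of the 20 measured cholesterol genes rose (0.74 ± 0.10). Of 28 integrated stress response genes, 6 rose in HL-60 and 5 in OCI-AML3 at 3 h, with SESN2, a sestrin, and SLC7A11, a cystine transporter, at 1.17 ± 0.13 and 0.99 ± 0.11 in HL-60, and CHAC1 and PPP1R15A, a phosphatase subunit, at 1.89 ± 0.28 and 0.94 ± 0.13 in OCI-AML3. Of 21 oxidative stress genes, 6 rose in HL-60 at 3 h, with OSGIN1, an oxidative stress-induced growth inhibitor, at 1.35 ± 0.28 and HMOX1, heme oxygenase 1, at 1.01 ± 0.25.

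GAPDH and ABL1, used as references, had log2 fold changes of 0.025, 0.018, 0.094 and -0.12 and -0.23, -0.10, -0.020 and 0.014 in HL-60 at 30 min and 3 h and OCI-AML3 at 30 min and 3 h, and passed the DEG thresholds in none.

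Adjusted p of further list tests in the same order of comparisons were for ERK phosphatase and Sprouty genes 0.00491, 0.0136, 0.00706, 4.94e-05; secreted cytokines 0.0853, 0.00102, 0.451, 0.0476; chemoattractant receptors 0.42, 0.999, 0.729, 0.746; the BCL2 family 0.000135, 0.0127, 0.191, 0.394; cell cycle progression genes 0.859, 0.0104, 0.684, 0.0476; cell cycle inhibitors 0.000185, 0.0226, 0.155, 0.0476; DNA replication genes 0.191, 0.00706, 0.561, 0.00846; neutrophil granule genes 0.554, 0.367, 0.722, 0.0602; stem and progenitor factors 0.987, 3.45e-05, 0.683, 0.174; G protein-coupled receptor genes 0.396, 0.266, 0.0591, 0.848; interferon-stimulated genes 0.451, 0.478, 0.537, 0.253. For lists of other processes they were for integrated stress response genes 0.683, 4.74e-09, 0.029, 3.19e-05; cholesterol genes 0.483, 0.0239, 0.00198, 1.28e-17; heat shock proteins 0.0602, 0.000823, 0.401, 0.694; oxidative stress genes 0.537, 2.03e-07, 0.694, 0.292; metallothioneins 0.167, 0.205, 0.238, 0.516; histone genes 0.483, 0.966, 0.029, 0.586; ribosomal proteins 0.0853, 0.0264, 0.174, 0.292; ribosome biogenesis genes 0.44, 0.00491, 0.844, 0.159; CK2 subunits 0.468, 0.0983, 0.108, 0.52; oxidative phosphorylation genes 0.000697, 0.131, 0.694, 0.00738; glycolysis and hypoxia genes 0.394, 0.229, 0.894, 0.401; KRAB zinc-finger genes 0.157, 0.0136, 0.449, 0.983; erythroid and megakaryocyte markers 0.516, 0.401, 0.197, 0.639; lymphocyte markers 0.983, 0.815, 0.579, 0.491; olfactory receptors 0.967, 0.623, 0.254, 0.747. With an estimated correlation, calls were lost for cell cycle progression genes in OCI-AML3 at 3 h (0.0705), integrated stress response genes in OCI-AML3 at 30 min (0.0542), histone genes in OCI-AML3 at 30 min (0.381), ribosomal proteins (0.405) and KRAB zinc-finger genes (0.142) in HL-60 at 3 h, and oxidative phosphorylation genes in OCI-AML3 at 3 h (0.0838). On leaving out each array in turn, these adjusted p ranged across 0.05, with the number of arrays whose removal changed the call: in HL-60 at 30 min secreted cytokines 0.0468 to 0.198 (1 of 6), heat shock proteins 0.0253 to 0.389 (2 of 6) and metallothioneins 0.0169 to 0.689 (2 of 6); in HL-60 at 3 h ribosomal proteins 0.0147 to 0.0854 (3 of 6), oxidative phosphorylation genes 0.0394 to 0.277 (1 of 6) and KRAB zinc-finger genes 0.00284 to 0.0691 (2 of 6); in OCI-AML3 at 30 min ERK phosphatase and Sprouty genes 0.00466 to 0.0515 (1 of 5), G protein-coupled receptor genes 0.0292 to 0.38 (1 of 5), integrated stress response genes 0.00919 to 0.357 (2 of 5), histone genes 0.0152 to 0.124 (3 of 5) and ribosomal proteins 0.0211 to 0.993 (1 of 5); in OCI-AML3 at 3 h secreted cytokines 0.0311 to 0.23 (3 of 6), cell cycle progression genes 0.0349 to 0.107 (4 of 6), neutrophil granule genes 0.0104 to 0.229 (2 of 6), ribosomal proteins 0.0238 to 0.702 (1 of 6) and oxidative phosphorylation genes 0.00124 to 0.0722 (1 of 6).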
